# The role of nitric oxide during embryonic wound healing

**DOI:** 10.1186/s12864-019-6147-6

**Published:** 2019-11-06

**Authors:** Pavel Abaffy, Silvie Tomankova, Ravindra Naraine, Mikael Kubista, Radek Sindelka

**Keywords:** *Xenopus laevis*, Nitric oxide, Wound healing, Transcriptome, RNA-sequencing, Leptin, AP-1

## Abstract

**Background:**

The study of the mechanisms controlling wound healing is an attractive area within the field of biology, with it having a potentially significant impact on the health sector given the current medical burden associated with healing in the elderly population. Healing is a complex process and includes many steps that are regulated by coding and noncoding RNAs, proteins and other molecules. Nitric oxide (NO) is one of these small molecule regulators and its function has already been associated with inflammation and angiogenesis during adult healing.

**Results:**

Our results showed that NO is also an essential component during embryonic scarless healing and acts via a previously unknown mechanism. NO is mainly produced during the early phase of healing and it is crucial for the expression of genes associated with healing. However, we also observed a late phase of healing, which occurs for several hours after wound closure and takes place under the epidermis and includes tissue remodelling that is dependent on NO. We also found that the NO is associated with multiple cellular metabolic pathways, in particularly the glucose metabolism pathway. This is particular noteworthy as the use of NO donors have already been found to be beneficial for the treatment of chronic healing defects (including those associated with diabetes) and it is possible that its mechanism of action follows those observed during embryonic wound healing.

**Conclusions:**

Our study describes a new role of NO during healing, which may potentially translate to improved therapeutic treatments, especially for individual suffering with problematic healing.

## Background

Wound healing and its regulation is an attractive and rapidly developing field of biology and medicine. The importance for the better understanding of wound healing mechanisms and their regulation is getting more attention because of its relation to the increasing number of ageing people [1]. Defects in wound healing have often been associated with the onset of civilization diseases, where it still remains a burden to the medical system [2, 3]. Therefore, a better comprehension of the wound healing mechanism should lead to the implementation of more effective and cheaper treatments.

The processes of wound healing are very similar amongst different species, ranging from simple organisms like *Drosophila* to more complex mammals like humans [4]. Two types of wound healing, adult and embryonic, have already been identified. Adult wound healing is a much more complex process than embryonic, and leads to troublesome scar formation. The adult wound healing can be divided into four phases: haemostasis, inflammation, proliferation and remodelling [5, 6]. Haemostasis starts immediately after the injury. The main purpose of haemostasis is to avoid blood loss. It involves three processes: blood vessel constriction, a formation of a temporary plug by platelets and clotting (coagulation) of blood at the site of damage [7]. The second phase is called the inflammatory phase and it partially overlaps with haemostasis. In this phase, the immune system is activated and inflammatory cells are recruited from the bloodstream [8]. In humans, haemostasis and inflammatory phases typically last from several hours up to several days. The next phase, proliferation, is characterized by an increase in cell proliferation, which is required for the completion of wound closure. The proliferation phase usually takes several days or even weeks. The final phase is remodelling, when the wound is closed and a new tissue structure beneath is formed including a scar layer which consists of fibrous material deposits [9].

Contrastingly, multicellular embryonic wound healing has only two phases: fast contraction and migration with wound closure [10, 11]. Immediately after injury, the cells at the wound edge produce a high level of calcium, which activates phosphorylation of extracellular signal-regulated kinases (ERK). Calcium release is followed by the formation of an actinomyosin ring and wound tissue contraction [12]. This early phase takes about 30 min and results in about 80% of wound closure [13]. In the second phase of embryonic healing, filopodial protrusions are formed to complete the wound closure [10, 14–17] and *de novo* gene expression of healing specific genes is induced [18]. During this late phase, production of small and biologically active molecules such as reactive oxygen species (ROS) are observed [19–22].

Comparison of adult and embryonic wound healing processes show similarities, but also differences [4]. The most important aspect of healing in embryos is the ability to heal without a scar. Such a phenomenon was described in many animal species including mammalian embryos before the third trimester of pregnancy [23, 24]. This encourages the importance of studies to elucidate regulation and signalling pathways of embryonic wound healing in order to translate then for use in adult wound therapeutic treatments. Several animal models such as *Drosophila*, *Caenorhabditis* and *Danio* have been introduced in the last decade to elucidate various steps of embryonic wound healing [25–28]. In addition, *Xenopus laevis* embryos have become a very popular model for epithelial wound healing studies. Different embryonic developmental stages of the *Xenopus* such as the egg, blastula, gastrula and even later stages have shown relatively similar healing responses including calcium release and actinomyosin ring formation [10, 12, 29–32].

Importance of calcium and ROS production during healing have been shown many times [12, 21, 33–36]. However, only recently the small radical molecule, nitric oxide (NO), have also been implicated as having a role during healing [37, 38]. NO is a gasotransmitter and free radical, that regulates various biological processes. Low levels of NO usually have stimulatory effects on cells during blood pressure regulation [39], proliferation [40], angiogenesis [41] or neurotransmission [42]. In addition, NO has been observed to regulate key processes of adult healing, such as angiogenesis [43], inflammation, cell proliferation, differentiation and apoptosis [44] together with matrix deposition and tissue remodelling [45]. Activity of NO is usually associated with its primary downstream “canonical” pathway. NO is produced by NO synthases (NOS) during the conversion of L-arginine to L-citrulline [46]. The produced NO can then react with the active site of soluble guanylate cyclase (sGC). The activated sGC transforms GTP into cyclic GMP (cGMP). cGMP than activates protein kinase G (PKG, cGMP-dependent protein kinase), which phosphorylates various downstream targets, such as myosin light chains phosphatase responsible for different biological process, such as smooth muscle relaxation [47]. In contrast to physiological low NO level and its activity through the canonical cGMP-dependent pathway, high-level NO acts through cGMP-independent pathway and has instead a detrimental effect on cell viability where it also acts as an antibacterial agent stimulating inflammation [48]. At high concentrations, NO reacts with oxygen radicals and forms aggressive molecules of peroxynitrite, which then nitrosylates nitrosates or nitrates different signalling proteins [49, 50]. For example, this modification leads to a loss of DNA binding capacity of nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB), reduction in the regulation of transcription [51] or to the inhibition of the activity of c-Jun N-terminal kinase (JNK) which is used to phosphorylate c-Jun [52].

In our study, we found strong NO production in the wounded tissue of embryos at various developmental stages. Early stages of embryos still lack functional immune and blood systems, which are the main components with known NO activity during adult wound healing. We hypothesized that NO is an important factor also during embryonic wound healing. Here we demonstrated the importance and necessity of NO production during early and late phases of embryonic wound healing and suggest a new mechanism of NO activity by regulation of gene expression of key healing signalling pathways.

## Results

### A burst of NO production is a universal response to injury for embryos after the blastula stage

NO production during wound healing was studied using 5,6-Diaminofluorescein diacetate (DAF-2DA) reporter molecule added to media at tailbud (stage 26) and swimming tadpole (stage 41) stages (Fig. 1a). At the stage 26, the production of NO was observed only within the first two layers of cells at the wound edge (Fig. 1b), with the highest production of NO being observed between 15 and 30 min after injury (Fig. 1c). The NO production increased more than 3.5 times at 15 min post-wounding (pw) compared to the physiological NO level. The NO production decreased at 30 min and returns to the physiological level at 60 min (Fig. 1d). Similar NO production changes were observed after tail amputation (Fig. 1e, f). The highest NO production (more than 6-fold increase) was observed at 15 min post-amputation (pa). The NO production then decreased at 30 and 60 min pa and returned to physiological level at 180 min pa. Moreover, burst of NO production was observed also during the wound healing at stage 8 (blastula), stage 11 (gastrula) and stages 14–20 (neurula). In contrast, NO production was absent during wound healing of earlier developmental stages such as stage 1 (egg) or stage 5 (Fig. 1g).

**Fig. 1:**
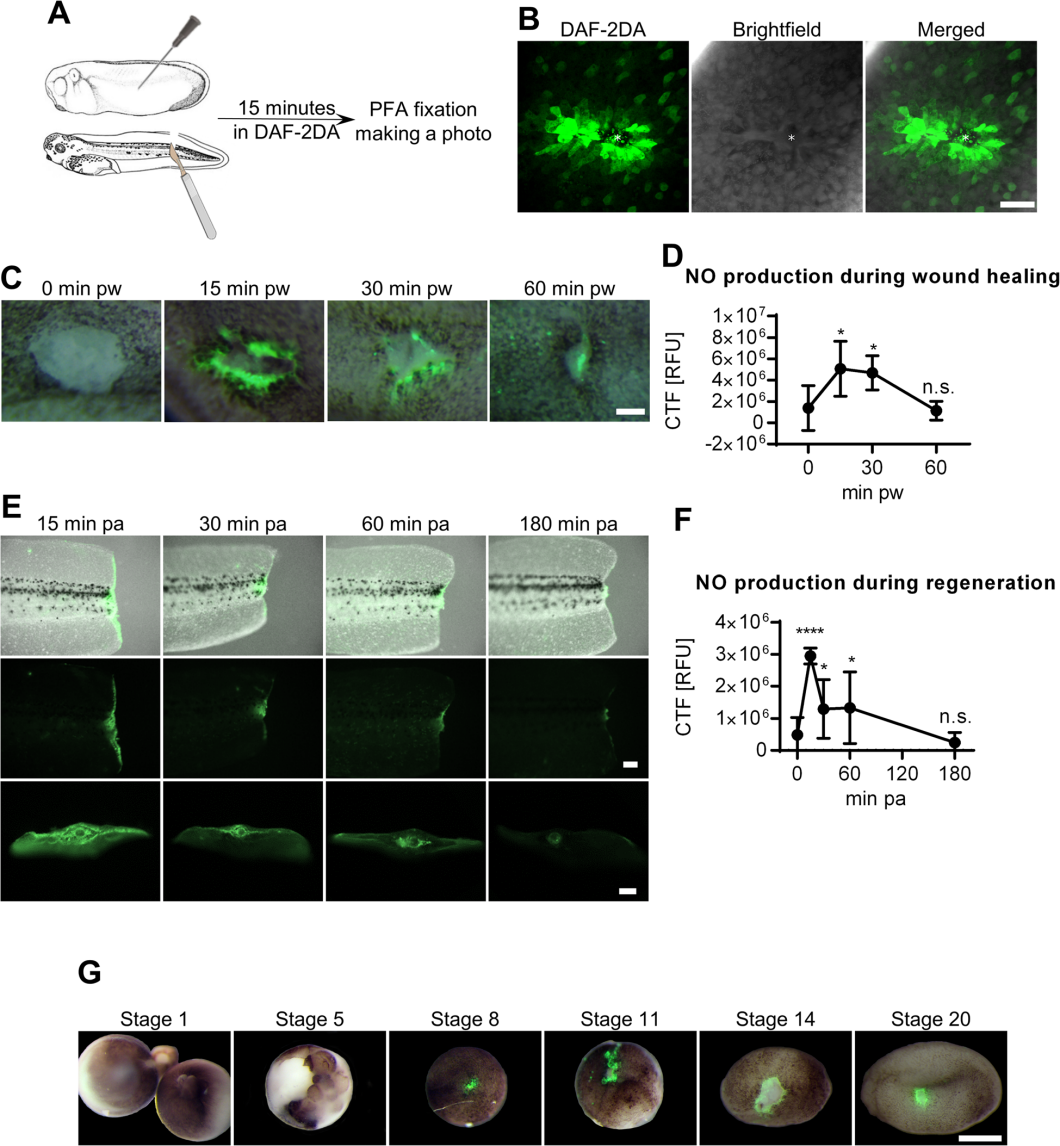
Production of NO during wound healing and regeneration. (**a**) Control embryos at stage 26 were injured using a needle, or tails of tadpoles at stage 41 were amputated and incubated in media with DAF-2DA solution for 15 minutes, fixed and imaged. (**b**) NO is produced in the first two layers of cells around wound edge (Scale bar = 20 μm). (**c**, **d**) NO is produced mainly during first 15 minutes after injury in embryos at stage 26 (Scale bar = 100 μm, five replicates, mean with standard deviation, One-way ANOVA Dunnett’s multiple comparisons test) (**e**, **f**) and after amputation in embryos at stage 41. (Scale bars = 200 μm, three replicates, mean with standard deviation, One-way ANOVA Dunnett’s multiple comparisons test) (**g**) NO is not produced after injury at stage 1 and stage 5, but NO is produced after injury at stage 8 (blastula), stage 11 (gastrula), stage 14 (early neurula) and stage 20 (late neurula) (Scale bar = 500 μm). CTF – corrected total fluorescence, RFU – relative fluorescent unit, pw – post wounding, pa – post amputation **** - *p* < .0001, * - *p* < .05, n.s. - *p* > .05

### NO is crucial for embryonic wound healing

The importance of NO production during embryonic wound healing was studied using two complementary tools: a NOS chemical inhibitor called TRIM and gene specific knock down of both *nos1* and *nos3*. TRIM treatment simulated acute efficient inhibition of NO production, while *nos1* + *nos3*-MOs injection reflected a chronical decrease of NO production (Fig. 2a). In both cases, inhibition of NO production led to phenotypic defects in the wound healing process (Fig. 2b). In the control embryos, the wound size was reduced to 25% at 30 min pw and it was fully closed at 90 min pw (Fig. 2c). Inhibition of NO production led to significantly slower injury closing. During the first 30 min the wounds closed to only 52% of size (*nos1* + *nos3*-MOs) and of 85% size (TRIM treated) of injury area. Wound closing in the embryos with inhibited NO production was almost stopped after 30 min pw (Fig. 2d). Altogether, results support necessity of NO production especially during early phase of embryonic wound healing.

**Fig. 2:**
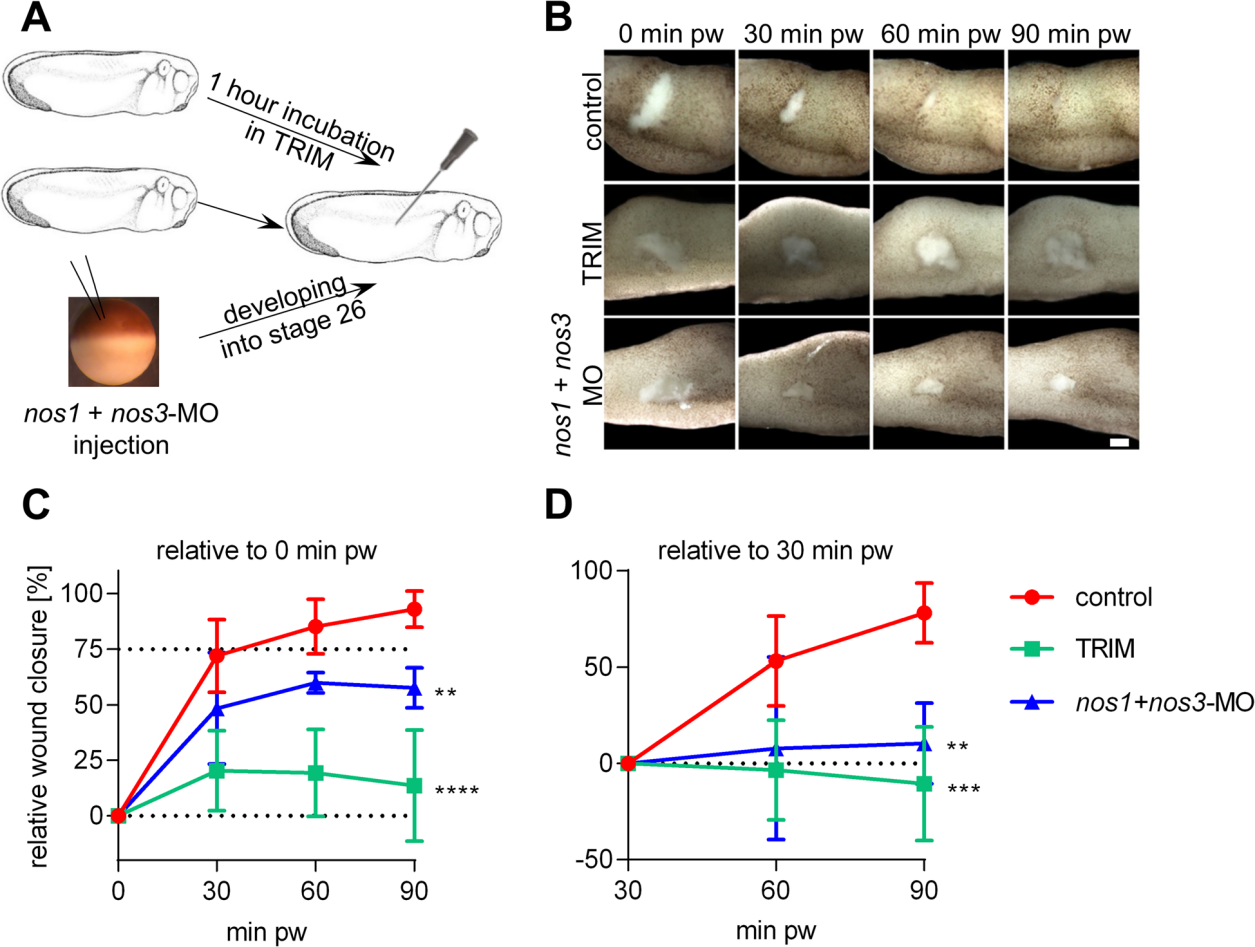
Monitoring of wound closing after inhibition of NO production. (**a**) Control embryos, embryos with inhibited production of NO using TRIM 1 hour before injury and embryos injected with the mixture of *nos1* + *nos3*- MO were injured using a needle (stage 26). (**b**) Wound closing was documented using brightfield imaging on stereomicroscope (Scale bar = 100 μm). (**c**) Relative wound closure was calculated as ratio between the size of the wound in 0 minutes (**d**) or 30 minutes pw (at least three replicates per condition, mean with standard deviation, the statistical difference between the groups is derived from two linear mixed models). pw – post wounding **** - *p* < .0001, *** - *p* < .001, ** - *p* < .01

### Embryonic wound healing is regulated by a modest number of genes

The transcriptome analysis of the healing tissue at the key phases (uninjured tissue (time 0), and 30, 60, 90 min pw) using tailbud (stage 26) embryos was performed (Fig. 3a, Additional file 1: File S1). 

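The deposited files of this experiment cover 12 samples of control embryos, 3 replicates (A, B and C) at each of 0, 30, 60 and 90 min pw. The paper describes pools of 5 embryos at stage 26, from which the tissue around the wound was dissected, sequenced on a NextSeq 500. The sample labels name a NextSeq 550 and embryos of stages 24 to 26. The paper's Results call the 0 min samples uninjured tissue, whereas its Methods count them among the wounded tissue samples. The labels describe them as wounded tissue taken directly after the injury. *Xenopus laevis* is allotetraploid, so many genes are present as a pair of homeologs, written .L and .S, whose reads were counted separately. The authors trimmed the reads, removed ribosomal RNA reads, aligned the rest with STAR and counted the reads on each gene with htseq-count. They deposited these raw counts, and beside them counts divided by a size factor per sample. The number of reads counted on genes was 4879473 to 10701697 at 0 min (median 9710849), 8485337 to 15044078 at 30 min (median 13276802), 10000262 to 15452518 at 60 min (median 10955141) and 9680597 to 11238008 at 90 min (median 10229471). Including reads outside genes or with more than 1 alignment, the median was 13778257 reads per sample. The paper states approximately 20 M reads per sample after trimming, before ribosomal RNA reads were removed and the rest aligned. The 2 numbers are of different steps and cannot be compared directly. The values here use the reads counted on genes. Size factors were recomputed from the raw counts by the median of ratios, and differences over time were tested with edgeR's quasi-likelihood test (TMM normalization, genes with a mean normalized count of at least 5, Benjamini-Hochberg adjusted p under 0.1). The likelihood ratio test of DESeq2 that the paper used was run as an alternative. The numbers of genes depend on the test, the limit on the adjusted p, the samples included, the clustering and the criterion for absence at 0 min. No pair of replicates of a time point looked like 1 library deposited under 2 names, which would give a chi-square statistic per degree of freedom near 1. The values lay between 6.90 and 55.8.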

In total 23,609 genes were found to be expressed in the dissected healing area. 

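With the counts divided by the recomputed size factors, 23609 of the 45036 genes in the files had a mean normalized count of at least 5 over the 12 samples. The authors' own normalized values gave 23609 genes. A minimum of 10 in place of 5 left 21701 genes. The alternative that moved the number most was to count genes with at least 1 count in at least 3 samples, which gave 31937.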

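In edgeR's quasi-likelihood test over the 4 time points, 496 of the 23609 expressed genes (2.10%) had a Benjamini-Hochberg adjusted p under 0.1. The likelihood ratio test of DESeq2, run with the design the paper states, called 2129 genes (9.02% of the number of expressed genes), and this was the alternative that moved the number most. All 496 genes from edgeR were among them. Over the 1999 genes that could be read from File S1, DESeq2 called 138 genes, edgeR called 26, and File S1 marks 138 as DEGs. The replicate letters recur at every time point in the labels. Deviations from the time point means had a mean correlation of 0.0842 between samples with the same letter and -0.0372 between samples with different letters. With the letter as a block, a pairing taken from the labels, edgeR called 452 genes. Against 0 min, edgeR without the block called 55 genes at 30 min, all of them higher. At an unadjusted p under 0.05, 902 genes were higher and 641 lower at 30 min. Of the genes called at 60 min 300 were higher and 165 lower, and of those at 90 min 687 were higher and 467 lower. With the block the numbers of genes called at 30, 60 and 90 min were 56, 489 and 1001.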

A total of 2128 genes (9.0%) were identified as differentially expressed genes (DEGs) during 90 min of embryonic wound healing. 6% of these DEGs (134 genes) (example: *lep*, *fosl1*, *aqp3*) were found to be specific for healing (absent in uninjured tissue but expressed during healing). 

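Of the 496 DEGs from edgeR, 26 (5.24%) had a mean normalized count under 5 at 0 min and of at least 5 at a later time point. With the replicate letter from the labels as a block there were 28 (samples with the same letter had a mean correlation of deviations of 0.0842). Among the DEGs from DESeq2, 149 (7.00%) met the same criterion. The number depends on what counts as absent, since 4 of the edgeR DEGs had a mean under 1 at 0 min and 2 had no count in any 0 min sample. Normalized counts of *lep.L* were 1.60 ± 1.44 (SD, n = 3) at 0 min and 95.3 ± 30.4 at 90 min, a log2 fold change of 5.81 (standard error 0.76, adjusted p = 0.00230) from edgeR. *lep.S* had a mean normalized count of 0.453 over all samples and was not tested. *fosl1.L* rose from 4.59 ± 0.877 at 0 min to 344 ± 171 at 60 min, with a log2 fold change of 6.14 (standard error 0.60, adjusted p = 8.30e-04). *aqp3.S* rose from 7.69 ± 2.87 at 0 min, above the minimum of 5, to 183 ± 75.1 at 90 min, with a log2 fold change of 4.57 (standard error 0.54, adjusted p = 0.00152). Its homeolog *aqp3.L* was at 32.2 ± 9.11 and 13.2 ± 12.6, a change that did not pass (log2 fold change -1.32, standard error 0.71, adjusted p = 0.346). Reads can be shared between such near-identical copies, so values of single homeologs are uncertain.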

DEGs were clustered into four groups based on their temporal expression profiles (Fig. 3b-i). 

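The DEGs were clustered with DIANA into 10 clusters on the share of each gene's averaged normalized counts at each time point, as the paper describes. The paper merged its clusters by hand. Here each cluster took the group that most of its genes have in the part of File S1 that could be read, or, with no gene listed there, the group of the cluster with the nearest mean profile. Of the 10 clusters of DEGs from edgeR, 3 had no listed gene and 4 had 1, among them the only cluster of Group 4. Of those from DESeq2, 1 had none and 2 had 1. The DEGs from DESeq2 gave 188 genes in Group 1, 869 in Group 2, 174 in Group 3 and 167 in Group 4, and 137 of the 138 DEGs read from File S1 fell into the group it gives. The clusters took their groups from these same genes, so this match is in part built in. The DEGs from edgeR gave 0 genes in Group 1, 255 in Group 2, 66 in Group 3 and 18 in Group 4. When each edgeR DEG instead took the group with the nearest mean profile of listed genes, an alternative added after seeing the data, they were 72, 171, 114 and 48. With the replicate letter from the labels as a block (mean correlation of deviations 0.0842 between samples with the same letter) the clustered numbers were 0, 272, 58 and 0. The profiles of the groups are therefore given for the DEGs from DESeq2, with the number of genes that edgeR also calls.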

Number of genes for Gene Ontology (GO) analysis was reduced to include only well annotated genes with a known human homolog. Several interesting genes for each group are presented based on their importance for the regulation of healing and development as derived from published literature. Downregulated genes during wound healing were clustered in Group 1 (Fig. 3b). This group contained 187 genes (111 for GO analysis) such as *dhh*, *gata6* and *bmpr2*, which are mainly responsible for processes involved in the regulation of developmental control (Fig. 3c, Additional file 2: Figure S1A). 

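All 188 genes placed in Group 1 had their highest mean at 0 min. The groups were formed by clustering these same time profiles. The peak times, shares and directions given for each group are therefore in part built in. The median share of a gene's averaged normalized counts was 41.0% at 0 min, 23.5% at 30 min, 18.2% at 60 min and 15.6% at 90 min. The mean fell at every step in 95 genes. Of the 187 genes edgeR tested, 69 were DEGs over time, and the median log2 fold changes were -0.83 at 30 min, -1.22 at 60 min and -1.39 at 90 min. The replicates at 90 min did not overlap those at 0 min in 176 genes, and 135 genes had an adjusted p under 0.1 in edgeR for that contrast, against 69 at 60 min and 0 at 30 min.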

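*gata6.S* fell from 2025 ± 188 normalized counts (SD, n = 3) at 0 min to 854 ± 173 at 90 min, with a log2 fold change of -1.25 (standard error 0.19, adjusted p = 0.00442) in edgeR. With each sample left out in turn it stayed between -1.40 and -1.10. *bmpr2.L* had a log2 fold change of -1.15 (standard error 0.24, adjusted p = 0.0280) at 90 min, and *bmpr2.S* one of -0.60 that did not pass (standard error 0.26, adjusted p = 0.248). Over the 4 time points, *dhh.L* and *dhh.S* did not pass in edgeR (adjusted p = 0.191 and 0.185). At 90 min against 0 min both were lower, with log2 fold changes of -0.82 (adjusted p = 0.0696) and -1.14 (adjusted p = 0.0635). These calls were lost in 6 and 3 of the 12 fits that each left out a sample. Both were also lost with only the 6 samples of the contrast (adjusted p = 0.168 and 0.173). DESeq2 kept them (adjusted p = 0.00368 and 0.00187). Over time *dhh.L* and *dhh.S* had adjusted p values of 0.00700 and 0.00432 in DESeq2, and fell into Groups 6 and 1 there. Of the 10 expressed homeologs of the genes in Fig. 3c, 4 were DEGs in edgeR and 9 in DESeq2, and 0 were higher at 90 min than at 0 min. File S1 lists genes under each GO term, and part of these lists could be read. Under hemostasis, 16 of 16 expressed homeologs of the listed genes were lower at 90 min (median log2 fold change -1.43), 9 of them with an adjusted p under 0.1. Under regulation of transcription by RNA polymerase II it was 18 of 18 (median -1.59), and under anatomical structure development 21 of 21 (median -1.29). These genes were listed because they belong to the group, so the direction is part of their selection.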

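In Group 2, 662 of the 869 genes had their highest mean at 90 min, 176 at 60 min and 31 at 30 min. The mean rose at every step in 389 genes. The median share of the averaged normalized counts was 17.8% at 0 min, 22.4% at 30 min, 26.5% at 60 min and 33.1% at 90 min. The median log2 fold changes in edgeR were 0.33, 0.59 and 0.89 at 30, 60 and 90 min. In edgeR 192 of the genes were DEGs over time, and 506 had an adjusted p under 0.1 at 90 min against 0 min.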

Members of Group 2 showed a continuous increase of gene expression during the first 90 min of healing (Fig. 3d). This group comprised of 870 genes (600 for GO analysis), with their GO terms indicating that they are responsible for regulation of cell proliferation, cell death and response to chemical stimuli (Fig. 3e, Additional file 2: Figure S1B). 

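*coq10b.L* rose from 172 ± 20.6 normalized counts (SD, n = 3) at 0 min to 517 ± 107 at 90 min, with a log2 fold change of 1.57 (standard error 0.24, adjusted p = 0.00476) in edgeR. *atf3.L* had a log2 fold change of 1.94 (standard error 0.34, adjusted p = 0.0114) and *ddit3.L* one of 1.89 (standard error 0.38, adjusted p = 0.0203). *bmp4.S* reached 1.10 (adjusted p = 0.0460), while *bmp4.L* did not pass (adjusted p = 0.136). Neither homeolog of *mdh1* passed at 90 min (adjusted p = 0.247 and 0.130). In DESeq2 *bmp4.L* and *mdh1.S* passed (adjusted p = 0.0318 and 0.0228). *aacs.L* had a log2 fold change of 1.97 (adjusted p = 0.0753) and *aacs.S* had -0.19, within the replicate error (adjusted p = 0.702). The call of *aacs.L* was lost with the replicate letter as a block (adjusted p = 0.103). It was also lost with only the 6 samples of the contrast (adjusted p = 0.139) and in 6 of the 12 fits that each left out a sample. In DESeq2 *aacs.L* passed (adjusted p = 0.0113). Of the 13 expressed homeologs of the genes in Fig. 3e, 5 were DEGs in edgeR and 10 in DESeq2. For the genes read from File S1 under its GO terms, 13 of 17 expressed homeologs under regulation of cell proliferation were higher at 90 min, 18 of 20 under regulation of cell death and 14 of 15 under response to chemical. Their median log2 fold changes were 0.54, 0.59 and 0.75, with 6, 7 and 6 homeologs past an adjusted p of 0.1 in edgeR. As in Group 1, the direction is part of the selection of these genes.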

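Of the 174 genes placed in Group 3, 168 had their highest mean at 90 min. The median share of the averaged normalized counts was 9.34% at 0 min, 13.7% at 30 min, 26.9% at 60 min and 48.9% at 90 min. Among the 161 genes edgeR tested, 97 were DEGs over time. The median log2 fold changes were 0.60 at 30 min, 1.47 at 60 min and 2.31 at 90 min, and 4, 52 and 132 genes had an adjusted p under 0.1 at these times. The replicates at 90 min did not overlap those at 0 min in 170 genes, and those at 30 min did not overlap them in 47 genes.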

The Group 3 consisted of 177 genes (96 for GO analysis), whose expression started 30 min pw (Fig. 3f). These genes are associated with cytokine-mediated signalling pathways and with the defence/immune response (Fig. 3g, Additional file 2: Figure S1C). 

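Among the genes in Fig. 3g, *mmp8.L* rose from 12.5 ± 5.60 normalized counts (SD, n = 3) at 0 min to 221 ± 79.1 at 90 min, with a log2 fold change of 4.03 (standard error 0.54, adjusted p = 0.00239) in edgeR. *socs1.S* had a log2 fold change of 3.75 (standard error 0.39, adjusted p = 0.00102) and *nfkbiz.S* one of 1.56 (standard error 0.31, adjusted p = 0.0194). *cxcl11.L* rose from 1.34 ± 2.32 to 86.2 ± 28.4 (adjusted p = 0.00501), while *mmp1.L* did not pass at 90 min in edgeR (adjusted p = 0.138) but passed in DESeq2 (adjusted p = 0.0812). *mmp1.S* rose from 734 ± 405 to 2163 ± 41.4 (log2 fold change 1.54, adjusted p = 0.0993), and 7 of the 12 fits that each left out a sample lost that call. With the replicate letter from the labels as a block (mean correlation of deviations 0.0842 between samples with the same letter) its adjusted p was 0.0316 at 90 min, and over time it was 0.0405 with the block and 0.136 without. Without the block, of the 15 expressed homeologs, 12 were DEGs in edgeR and 15 in DESeq2. For the genes read from File S1 under its GO terms, 11 of 11 expressed homeologs under cytokine-mediated signaling pathway were higher at 90 min, with a median log2 fold change of 1.85 and 8 past an adjusted p of 0.1. Under defense response it was 15 of 15 (median 2.12, 13 past). Under cell surface receptor signaling pathway it was 12 of 12 (median 2.26), and under regulation of immune system process 9 of 11 (median 2.00). As in Group 1, the direction is part of the selection of these genes.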

The Group 4 represents 166 genes (120 for GO analysis) that were expressed strongly between 30 and 60 min with minimal expression before and after this period (Fig. 3h). 

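For the 167 genes placed in Group 4, the median share of the averaged normalized counts was 11.6% at 0 min, 29.2% at 30 min, 38.7% at 60 min and 19.4% at 90 min. The highest mean was at 30 min in 36 genes and at 60 min in 131 genes (109 to 134 with each sample of these 2 times left out in turn). At 60 min against 30 min, 0 of the 164 genes edgeR tested had an adjusted p under 0.1. At an unadjusted p under 0.05, 27 were higher at 60 min and 17 lower. The median log2 fold changes were 1.31, 1.77 and 0.75 at 30, 60 and 90 min. Of the 164 genes edgeR tested, 43 were DEGs over time, 28 had an adjusted p under 0.1 at 30 min and 61 at 60 min. At 90 min 27 genes still had an adjusted p under 0.1 against 0 min, 26 of them higher. Among the 18 genes of Group 4 from the edgeR DEGs, 10 were still changed at 90 min. With the replicate letter from the labels as a block (mean correlation of deviations 0.0842 between samples with the same letter) 9 of the same 18 genes passed at 90 min. Clustering the DEGs from the block fit put 0 genes in Group 4.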

Interestingly, most of the genes from the Group 4 regulate transcription, with many of them being associated with the AP-1 transcription pathway (Fig. 3i, Additional file 2: Figure S1D). 

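Of the 18 homeologs of AP-1 family genes in the files (*fos*, *fosl1*, *fosl2*, *jun*, *junb*, *jund*, *atf3*, *batf* and *batf3*), 14 were expressed and 12 were DEGs in DESeq2. Group 4 held 7 of these (*fos.L*, *fos.S*, *jun.L*, *jun.S*, *junb.L*, *junb.S* and *atf3.S*), with 160 other DEGs in Group 4 and 1957 outside it (one-sided Fisher's exact test, p = 9.15e-06). With the edgeR DEGs, 2 of 11 AP-1 genes were in Group 4 (one-sided Fisher's exact test, p = 0.0564). *fos.L*, *fos.S*, *jun.S*, *junb.L* and *junb.S* were placed in Group 2 there, in clusters with 0 or 1 gene listed in File S1. With the nearest profile in place of the clusters, an alternative added after seeing the data, 7 of 11 were in Group 4, with 41 other DEGs in it and 444 outside it (one-sided Fisher's exact test, p = 1.28e-05). The family was tested because the paper reports it for this group in the same samples, and homeologs were counted as separate genes. The p values of these tests are therefore not independent evidence. In edgeR *fos.S* had a log2 fold change of 5.46 (standard error 0.44, adjusted p = 3.60e-04) at 30 min, *jun.L* 3.32 (standard error 0.33, adjusted p = 7.97e-04) and *junb.L* 3.11 (standard error 0.31, adjusted p = 7.97e-04). *hes1.S* reached 1.10 (standard error 0.19, adjusted p = 0.0377), while *btg2.S*, with 444 ± 10.8 normalized counts (SD, n = 3) at 0 min and 1021 ± 149.5 at 30 min, did not pass (log2 fold change 1.20, adjusted p = 0.527). It passed in DESeq2 (adjusted p = 0.0418) and in an edgeR fit of only the 6 samples of the contrast (adjusted p = 0.0216). For the genes read from File S1 under regulation of transcription by RNA polymerase II, 19 of 19 expressed homeologs were higher at 30 min. Their median log2 fold change was 2.41, and 9 passed an adjusted p of 0.1. Under developmental process 12 of 14 were higher at 30 min (1 past), and under anatomical structure morphogenesis 14 of 16 (5 past). As in Group 1, the genes were listed because they belong to the group, so the direction is part of their selection.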

The remaining 728 DEGs clustered into two additional groups (Additional file 1: File S1). However, they were excluded from further analysis due to the low reproducibility (high variability between experiments) and low expression changes (absolute value of log2FoldChange < 1 for comparison between 0 min pw and any time point for most of the genes) which suggested their potentially minimal effect during healing.

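With the DEGs from DESeq2, Groups 5 and 6 held 731 genes, 64 in Group 5 and 667 in Group 6. In 76.8% of the tested genes of these groups, edgeR's log2 fold change was under 1 in size at 30, 60 and 90 min. With the edgeR DEGs they held 157 genes, of which 35.0% had such small changes. The edgeR clusters left Group 1 empty, and Group 6 took genes that DESeq2 placed in Group 1, such as *gata6.S* and *gata4.L*. With the nearest profile, an alternative added after seeing the data, Group 6 held 90 of the edgeR DEGs, of which 63.3% had small changes. With the replicate letter from the labels as a block (mean correlation of deviations 0.0842 between samples with the same letter) Groups 5 and 6 held 122 genes. In Group 6 from DESeq2, 83.2% of the genes had small changes at all 3 times. In Group 5 it was 0%, with a median log2 fold change of 2.68 at 60 min. The median coefficient of variation between replicates was 68.9% in Group 5 and 14.2% in Group 6, against 27.8%, 18.2%, 39.2% and 37.0% in Groups 1 to 4. From low reproducibility and small changes, the paper proposes that these genes have a potentially minimal effect.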

**Fig. 3:**
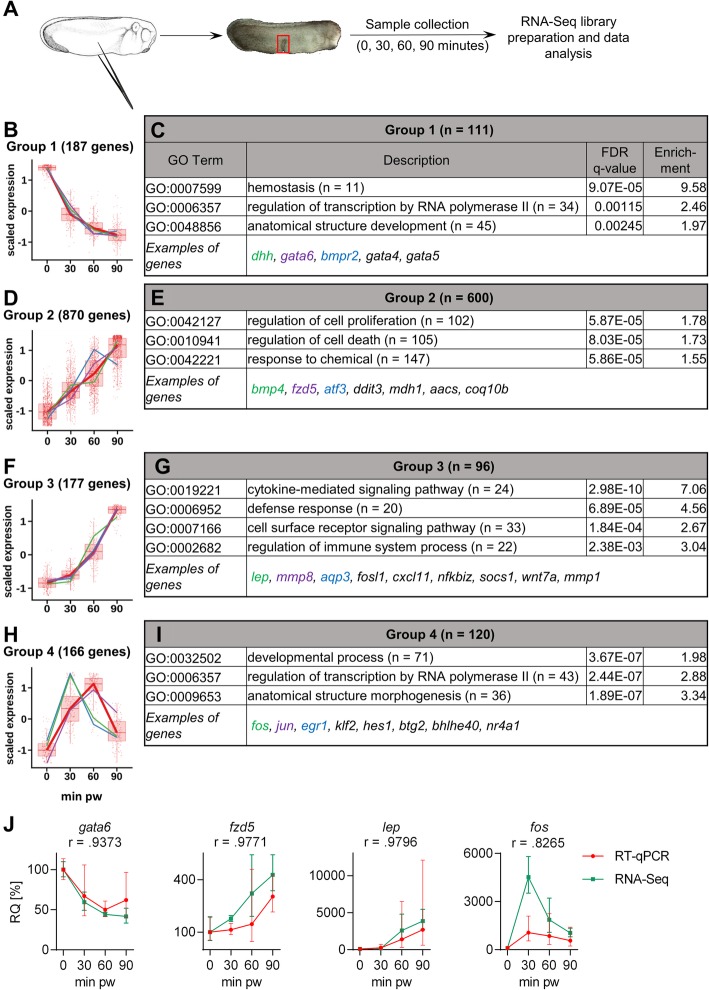
Global gene expression profiles during embryonic wound healing. (**a**) Control embryos at stage 26 were injured using forceps and healing tissues were dissected (only the part marked by red rectangle) and collected for RNA-Seq analysis. (**b**-**i**) DEGs were grouped based on their expression profile relatively to 0 minutes and GO analysis was performed. (**b**, **d**, **f**, **h**) Expression profiles of genes are representative of the log transformed data, average gene expression is shown in red and expression of three representative genes are shown in green, purple and blue. (**c**, **e**, **g**, **i**) Genes, which have an annotation and human homolog, were used for GO analysis. Numbers of analysed genes are in the table together with the representative GO terms for each group. (**j**) Validation of RNA-Seq data by RT-qPCR using representative genes from each Group was performed using RT-qPCR and the Pearson r correlation coefficient was calculated from the geometric mean values. (RNA-Seq – three replicates, RT-qPCR – six replicates, geometric mean with geometric standard deviation). DEGs – differentially expressed genes, pw – post wounding

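The RNA-Seq values behind Fig. 3j were recomputed as the geometric mean of the normalized count + 1 over 3 replicates, relative to 0 min. *gata6.S* was at 59.5% (geometric SD 1.21) at 30 min, 44.3% (geometric SD 1.06) at 60 min and 41.7% (geometric SD 1.23) at 90 min. *fzd5.S* reached 386% (geometric SD 1.26) at 90 min, from normalized counts of 4.01 to 14.0 at 0 min. Its change over time did not pass in edgeR (adjusted p = 0.169), and at 90 min against 0 min the adjusted p was 0.0630. *lep.L* was at 238% (geometric SD 1.91) at 30 min and 4125% (geometric SD 1.40) at 90 min. It had normalized counts of 0 to 2.80 at 0 min, so its percentage depends on the pseudocount, and with 0.5 in place of 1 it was 5755%. *fos.S* rose to 4423% (geometric SD 1.28) at 30 min and was at 1821% (geometric SD 1.72) at 60 min and 1021% (geometric SD 1.29) at 90 min. The RT-qPCR samples were not analysed here.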

Using independent experimental setups, the temporal profile for one gene from each major cluster group was analysed using RT-qPCR. The profile results correlated well with those obtained from the RNA-Seq (Fig. 3j).

### NO is important for the regulation of gene expression during embryonic wound healing

RNA-Seq comparison between control and NO inhibited embryos (mixture of *nos1* + *nos3*-MO and chemical inhibitor TRIM) was performed using the same experimental workflow as above (Fig. 4a, Additional file 3: File S2). A total of 269 genes showed contrasting expression profiles. Clustering based on expression profiles across the two conditions, divided genes into three groups labelled with an apostrophe (′) (Fig. 4b-g).

**Fig. 4:**
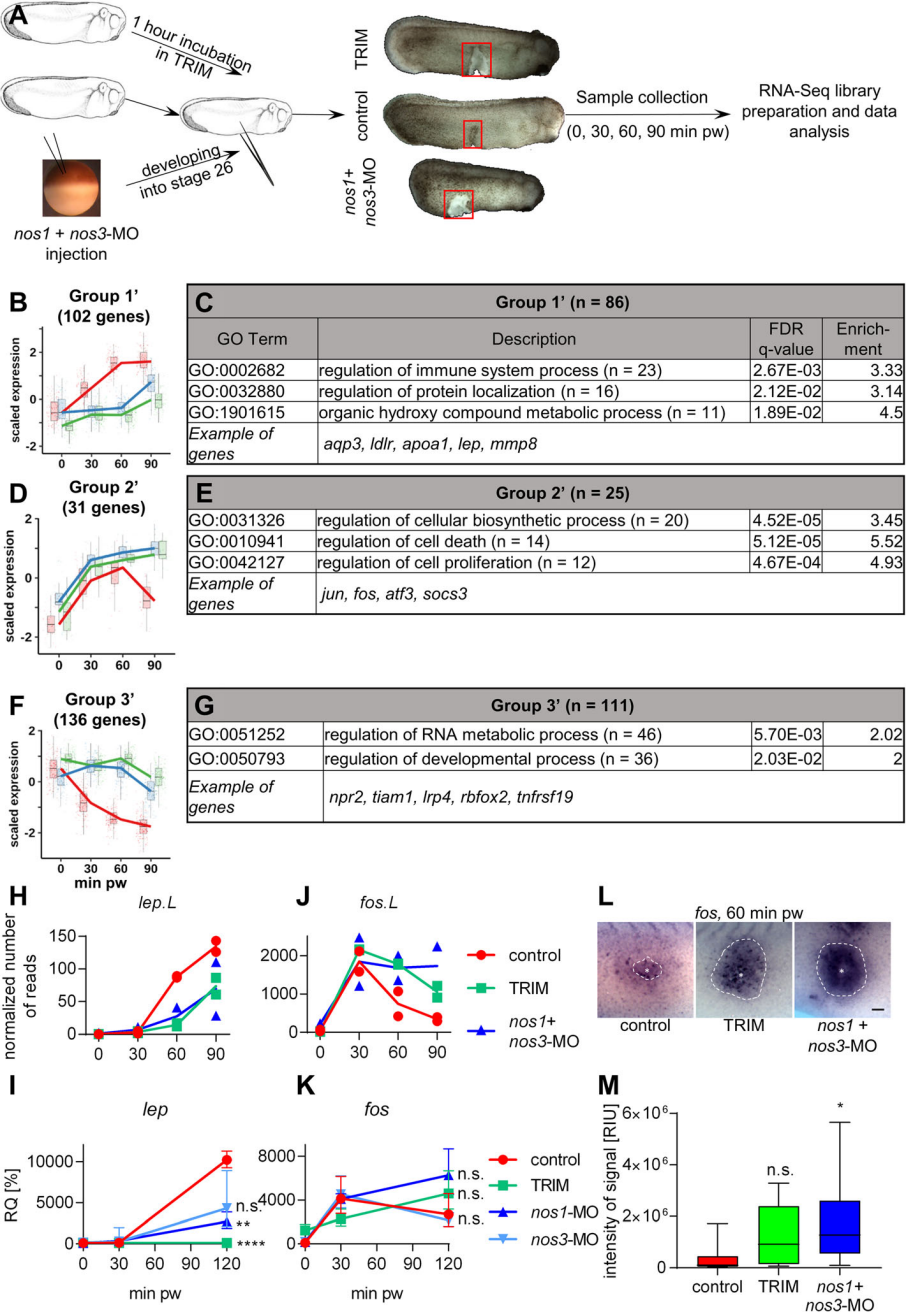
Changes in gene expression during wound healing after inhibition of NO production. (**a**) Graphical description of RNA-Seq experiment comparing control and NO inhibited embryonic wound healing. Only the part marked by red rectangle was collected and used for RNA isolation and sequencing. (**b**-**g**) DEGs, which were identified in RNA-Seq, were grouped based on their expression profile relatively to 0 minutes and GO analysis was performed. (**b**, **d**, **f**) Expression profiles of genes are representative of the z-score of the regularized log transformation of the normalized counts. (**c**, **e**, **g**) Genes with annotation and human homolog were used for GO analysis. Numbers of analysed genes are in the table together with the representative GO terms for each group. (**h**) RNA-Seq result of *lep* expression was verified (**i**) using RT-qPCR, separately for *nos1*-MO and *nos3*-MO. (**j**) Similarly, RNA-Seq result of *fos* expression was verified using (**k**) RT-qPCR (data are normalized to 0 minutes pw in controls, three replicates, geometric mean with geometric standard deviation, two-sided t-test from log2 values of relative expression between inhibited samples and control in 120 minutes pw), and (**l**) in situ hybridization. Site of injury is marked with a star and the signal where *fos* is expressed is circled by dot line (Scale bar = 100 μm) (M) Intensity of blue signal around site of injury were measured (one-way Anova, Dunnett’s multiple comparisons test, minimum 8 replicates). **** - *p* < .0001, ** - *p* < .01, * - *p* < .05, n.s. - *p* > .05 DEGs – differentially expressed genes, pw – post wounding, RIU – relative intensity unit

Group 1′ consisted of 102 genes (86 for GO analysis), whose expression was increased in control embryos, but their expression was stable/absent after NO inhibition (Fig. 4b). Based on the GO analysis, these genes are mainly responsible for the regulation of immune system response (Fig. 4c, Additional file 4: Figure S2A). Thirty-one genes (25 for GO analysis) clustered in Group 2′ and their expression was similar until 60 min pw between control and inhibited samples. After that their expression was quickly decreased in control embryos, but continued to increase in the inhibited embryos (Fig. 4d). This group comprised of GO terms related to transcription regulation important for cell proliferation, differentiation and death (Fig. 4e, Additional file 4: Figure S2B). Group 3′ contained 136 genes (111 for GO analysis), whose expression was downregulated in the control embryos, but was not changed after NO inhibition (Fig. 4f). GO analysis identified mainly regulation of developmental and metabolic processes (Fig. 4g, Additional file 4: Figure S2C).

Two interesting genes from Group 1′ and Group 2′, *lep* and *fos* respectively*,* which had minimal expression within the uninjured tissue but fast activation following injury, and also a strong dependence on NO production were selected for detailed analysis. The results from RNA-Seq (Fig. 4h, j) were verified in detail using RT-qPCR (Fig. 4i, k) and *in situ* hybridization (Fig. 4 l, m) using independent experimental samples. Expression of *fos* was dramatically increased after injury in control embryos with peak at 30 min pw. In contrast, NO inhibited embryos showed a stable or a slightly increased *fos* level between 30 to 90 min. *In situ* hybridization of *fos* showed minimal signal at 60 min pw in control embryos, but a strong enrichment in both TRIM and MOs inhibited embryos at that time (Fig. 4 l, m). The *lep* gene was undetectable even by RT-qPCR in uninjured embryos and it was not expressed during 30 min pw. Its expression appeared at 60 min pw and continuously increased. NO inhibition led to significant reduction of *lep* expression (Fig. 4i, k).

### Changes of tissue morphology at the wound edge after NO inhibition

Immunohistochemistry using morphology markers such as actin (cell shape), β-catenin (cell shape) and laminin (basement membrane) was performed to reveal morphological changes at the wound edges of control and NO inhibited embryos (Fig. 5). Laminin staining experiments were performed at 180 and 360 min pw. Control embryos showed discontinuous laminin staining in the wound site 180 min after injury and complete restoration at 360 min pw. Acute inhibition of NO production using TRIM showed minimal laminin production in wound site at 180 and 360 min pw. As expected, acute inhibition had no effect on the laminin layer in the tissue behind the wound edge. Interestingly, usage of *nos1* + *nos3*-MO led to different effects than inhibition using TRIM. In general, the laminin layer was weaker in treated embryos in comparison with the controls even in uninjured tissue and there were no signs of the basement membrane reformation at 360 min pw (Fig. 5d). β-catenin staining revealed changes in cell migration in NO inhibited embryos resulting in accumulation on the wound edge. Especially in TRIM treated embryos, cells responsible for wound closure formed clumps of cell aggregates or “cell blobs” at the wound edges, potentially preventing wound closure (Fig. 5e). These accumulated cells were observed as a dark edge around the wound, which was observable also in the brightfield images of healing embryos (Fig. 5f).

**Fig. 5:**
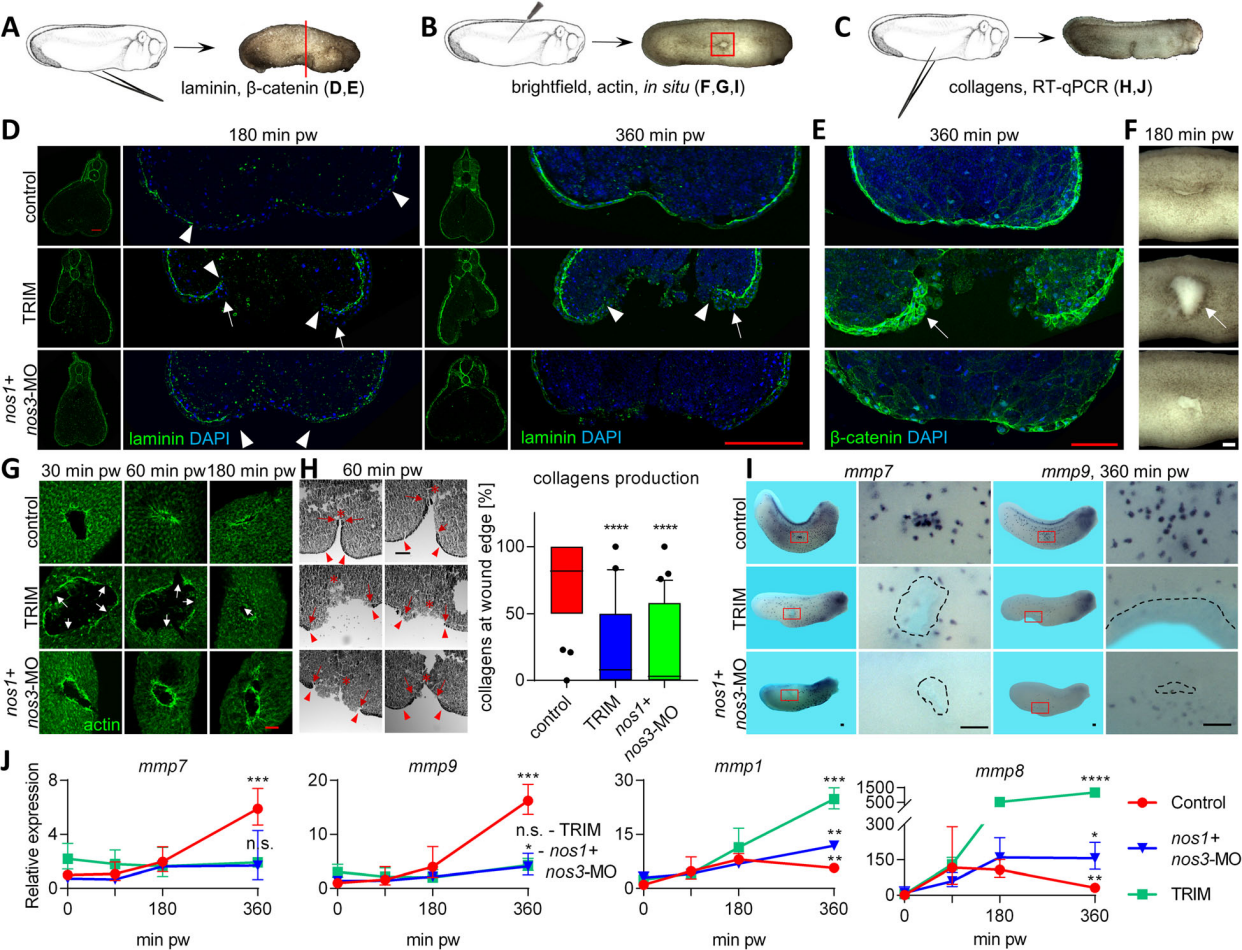
Monitoring of phenotype changes during wound healing in embryos with inhibited NO production. (**a**, **b**, **c**) Control embryos, embryos with inhibited production of NO using TRIM 1 hour before injury and embryos injected with mixture of *nos1* + *nos3*- MO were injured at stage 26 using forceps or needle in the middle and ventral side. (**d**) Laminin layer was visualized at 180 minutes and 360 minutes pw and ends of the laminin layer are marked by a triangle. Formation of “blob” in TRIM embryos is marked by arrow (Scale bar = 100 μm). (**e**) Staining of β- catenin 360 minutes pw (Scale bar = 100 μm). (**f**) Brightfiled image of wound site in 180 minutes pw (Scale bar = 100 μm). (**b**, **g**) Actin at 30, 60 and 180 minutes pw visualized using green fluorescent phalloidin. Breaks in actin layer are marked by arrow (Scale bar = 100 μm). (*c*, *h*) Collagen staining at 60 minutes pw. The beginning of the wound is marked by a red triangle. A red arrow marks the end of the collagen layer, while the end of the wound site is marked by a red star. (Scale bar = 100 μm, measurement of coverage of collagen in wound was made from at least six embryos per condition and at least five slices per embryo, one-way anova, Dunnett’s multiple comparisons test). (**i**) Spatial expression of two matrix metalloproteinases *mmp7* and *mmp9* was visualized by in situ hybridization in time 360 minutes pw (Scale bars = 500 μm). (**j**) RT-qPCR comparison of temporal expression profiles of *mmp1*, *mmp8*, *mmp7* and *mmp9* (data are normalized to 0 minutes pw in controls, three replicates, geometric mean with geometric standard deviation, two-sided ttest from log2 values of relative expression between 360 minutes and 0 minutes). **** - *p* < .0001, *** - *p* < .001, ** - *p* < .01, n.s. - > .05 pw – post wounding

A well-described process during embryonic wound healing is the formation of an actinomyosin ring around the wound and it was studied using phalloidin for staining of actin (Fig. 5g). Acute NO inhibition by TRIM treatment led to decreased formation of actin ring around the wound edge with many breaks within the actin layer. In addition, the cell morphology at the wound edge of TRIM treated embryos was also abnormal (Additional file 5: Figure S3A). Chronic NO inhibition using MOs resulted in a different phenotype. Actin was produced at a higher level around the wound edge and formed a complex structure inside of the injured MO embryos (Additional file 5: Figure S3B).

Collagen synthesis and its correct deposition is also an important step during wound healing. Previous research have already shown that NO is required for collagen synthesis [53, 54]. Masson’s trichrome staining was performed to compare collagen production between control and NO inhibited embryos. Collagen layer around wound edge was studied at 60 min pw. Collagen covered 82% of wound surface in control embryos compared to only 8% in TRIM treated embryos and 3% in NO inhibited embryos (Fig. 5h, i).

Defects of basement membrane formation and collagen synthesis as showed in Fig. 5d and h respectively, are tightly connected with the production of matrix metalloproteinases (MMPs) enzymes that are responsible for tissue remodelling. The spatial and temporal expression analyses of four (*mmp1*, *mmp7*, *mmp8*, *mmp9*) of the most interesting MMPs (based on our RNA-Seq data) were performed during middle and late phases of wound healing (Fig. 5i, j). The genes *mmp7* and *mmp9* are also markers for migrating myeloid progenitors. Additionally, *mmp1* and *mmp8* are known regulators of cell migration during wound healing. Migration of cells expressing *mmp7* and *mmp9* to the wound site were observed at 360 min pw in control embryos. Inhibition of NO production led to a reduction in the number of these cells and also a retardation of their migration (Fig. 5i). RT-qPCR expression profiles revealed an approximately 6-fold and 16-fold increase of *mmp7* and *mmp9* respectively at 360 min pw in control embryos compared to no gene expression changes in NO inhibited embryos (Fig. 5j). RT-qPCR analysis of *mmp1* and *mmp8* showed an opposite result. The *mmp1* and *mmp8* expressions increased during 90 min pw in both the control and treated embryos. However, gene expression at later time points showed a difference between the control and NO inhibited embryos. Whereas *mmp1* and *mmp8* expression started to decrease after 90 min, their levels in NO inhibited embryos continued to increase (Fig. 5j).

### Leptin is a downstream target of NO signalling during the healing

Leptin is known as an activator of NO release [55], but RNA-Seq and RT-qPCR comparison between control and NO inhibited embryos revealed *lep* to be downregulated in NO inhibited wound healing (Fig. 6a, Fig. 4h). Importance of *lep* for wound healing was analysed. Usage of *lep*-MO led to a decrease in the speed of wound closure (Fig. 6b, c). Expression of *socs3* is usually measured to monitor the activity of Lep. We confirmed, that usage of *lep*-MO led to no changes of expression of *socs3* during wound healing (Fig. 6d). Control embryos showed an increased expression of *socs3* during the first 30 min pw followed by a decreased expression during the middle phase. However, inhibition of NO production using MOs led to increasing expression of *socs3* during the studied 90 min of embryonic wound healing. Expression of *fos* was similar between both *lep*-MO and *nos1 + nos3*-MO (Fig. 6e). To verify the impact of *lep* for wound healing process, the immunohistochemistry analysis of actin and laminin was performed. Comparison of actin formation at the wound edge showed that *lep* loss-of-function led to extreme formation of actin during first 60 min pw (Fig. 6f) and showed minimal laminin production in wound site at 180 min pw (Fig. 6g).

**Fig. 6:**
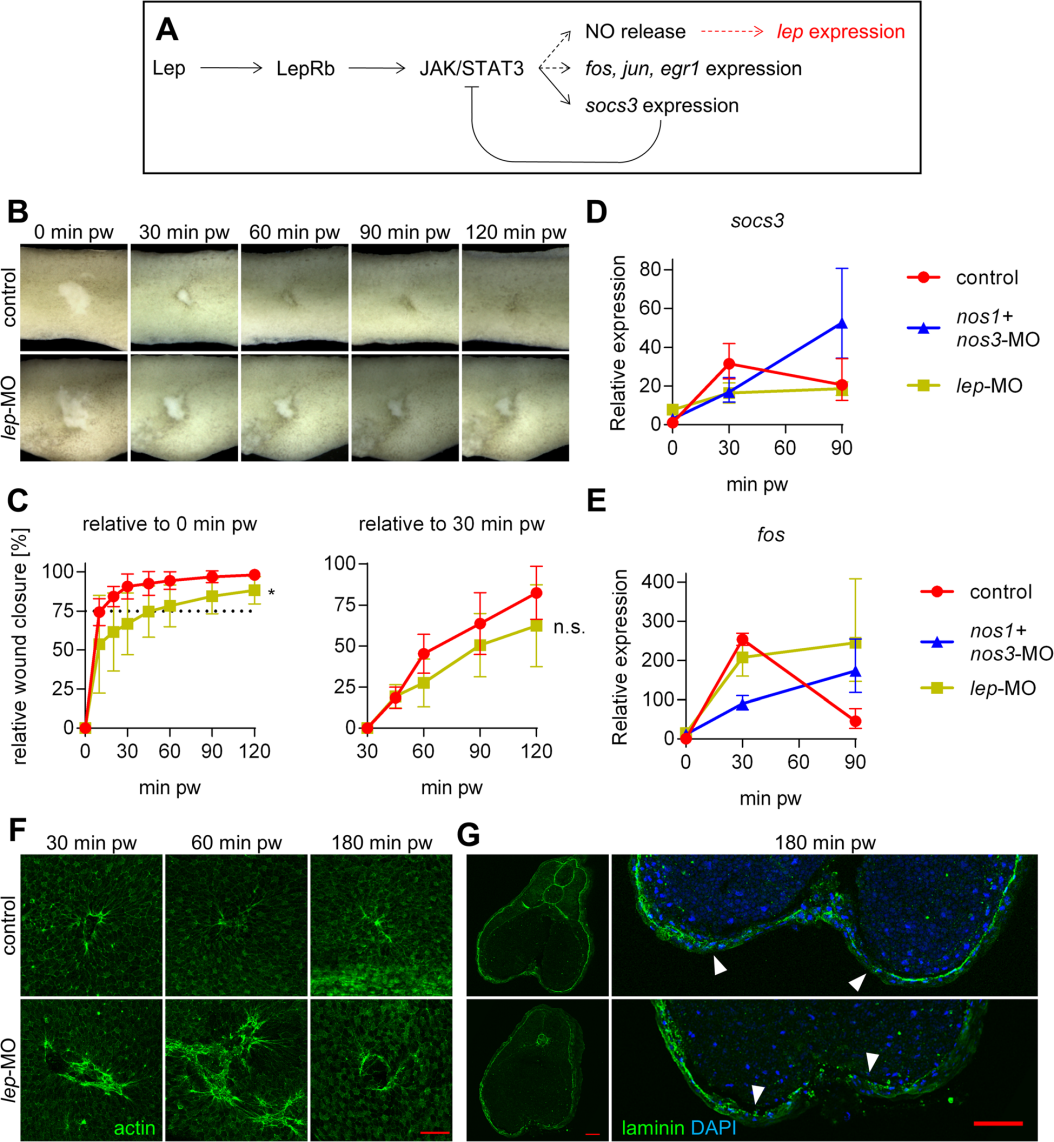
Monitoring of processes during wound healing after inhibition of lep expression. (**a**) In general, Lep is described as an activator of NO release, but inhibition of NO production leads to decreased expression of lep during wound healing. (**b**) Wound closing was documented using brightfield imaging on stereomicroscope. (**c**) Relative wound closure was calculated as the ratio between the size of the wound at 0 minute pw and 30 minutes pw (at least four replicates per condition, mean with standard deviation, the statistical difference between the groups is derived from two linear mixed models). (**d**) RT-qPCR comparison of temporal expression profiles of *socs3* and (**e**) *fos* (data are normalized to 0 minutes pw in controls, three replicates, geometric mean with geometric standard deviation). (**f**) Actin at 30, 60 and 180 minutes pw visualized using green fluorescent phalloidin (Scale bar = 100 μm). (**g**) Laminin layer was visualized at 180 minutes pw and ends of the laminin layer are marked by a triangle (Scale bar = 100 μm). * - *p* < .05, n.s. – *p* > .05 pw – post wounding

## Discussion

Embryonic wound healing, which results in a scar-less wound closure, is a fascinating biological phenomenon. However, very little is still known about the molecular mechanism that regulate this process. In this research, we utilized the popular model *Xenopus laevis* embryos to reveal the different healing phases and their important genes [10, 28, 56, 57]. Embryonic healing is composed of the early phase which lasts less than 30 min and results in the near completion of wound closure. The following middle phase takes place between 30 and 90 min and ends with the wound site completely closed by filopodia/lamellipodia activity [10]. In our study, we described an additional late healing phase during which the tissue under the wound site is remodelled and could take several hours to complete (Fig. 7).

**Fig. 7:**
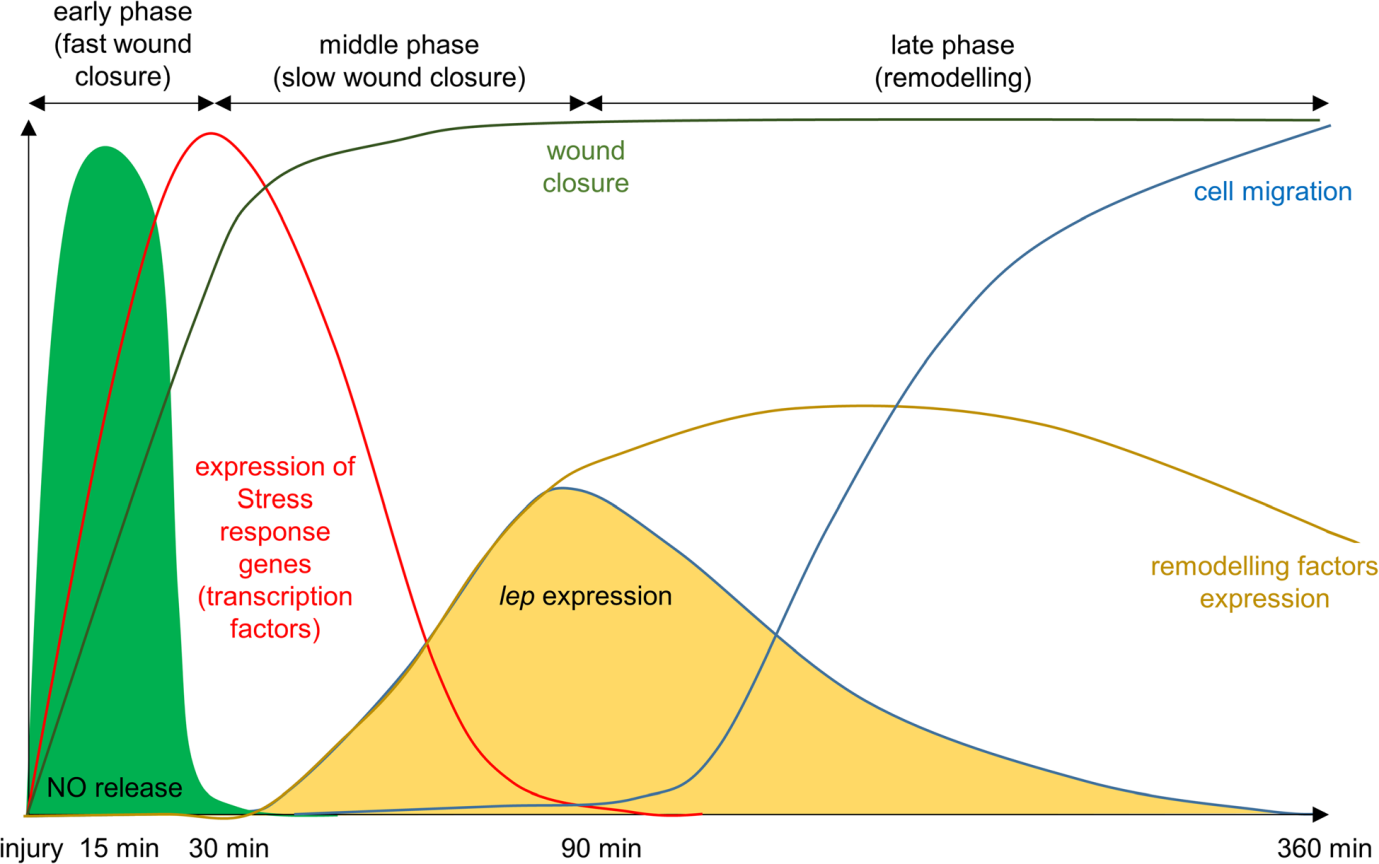
Interpretation of our results – description of processes during embryonic wound healing. NO release appears very early after injury. The level of NO is the highest at 15 minutes pw and the physiological level is restored at 30 minutes pw (early phase of healing). De novo expression of injury response genes starts shortly after injury and the level of expression is the highest 30 minutes pw. Level of expression of injury response genes is restored to physiological level 90 minutes pw. De novo expression of interesting NO dependent candidate *lep* and remodelling factors starts around 30 minutes pw. At the same time around 80 % of injury is already closed (middle phase of healing). The injury is closed 90 minutes pw and remodelling phase is initiated. Cell migration appears and the expression of remodelling factors changes (late phase of healing)

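In the control embryos, 11 of the 15 expressed homeologs of the genes in Fig. 3i had their highest mean at 30 min and 4 at 60 min. *egr1.L* rose from 43.3 ± 6.15 normalized counts (SD, n = 3) at 0 min to 821 ± 142 at 30 min. At 90 min it was at 82.1 ± 54.9, a difference from 0 min that did not pass (log2 fold change 0.94, standard error 0.43, adjusted p = 0.272 from edgeR). *klf2.S* and *hes1.S* also did not differ detectably from 0 min at 90 min (adjusted p = 0.649 and 0.879). Of the 15 homeologs, 5 had an adjusted p under 0.1 at 90 min. *fos.L*, *fos.S*, *jun.L* and *jun.S* were higher than at 0 min, and *nr4a1.L* was lower (log2 fold change -0.98, adjusted p = 0.0549). *fos.S* rose from 44.1 ± 12.5 to 1986 ± 473 at 30 min and was at 459 ± 116 at 90 min, with a log2 fold change of 3.34 (standard error 0.41, adjusted p = 0.00170) against 0 min. *jun.L* was highest at 60 min and had a log2 fold change of 3.25 (standard error 0.33, adjusted p = 0.00102) at 90 min, and *junb.L* one of 1.97 (standard error 0.29, adjusted p = 0.00456). With each sample left out in turn, the value of *fos.S* at 90 min stayed between 3.15 and 3.61 and that of *jun.L* between 2.98 and 3.54. The call of *nr4a1.L* at 90 min was lost in 5 of these 12 fits.

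**Figure D1:**
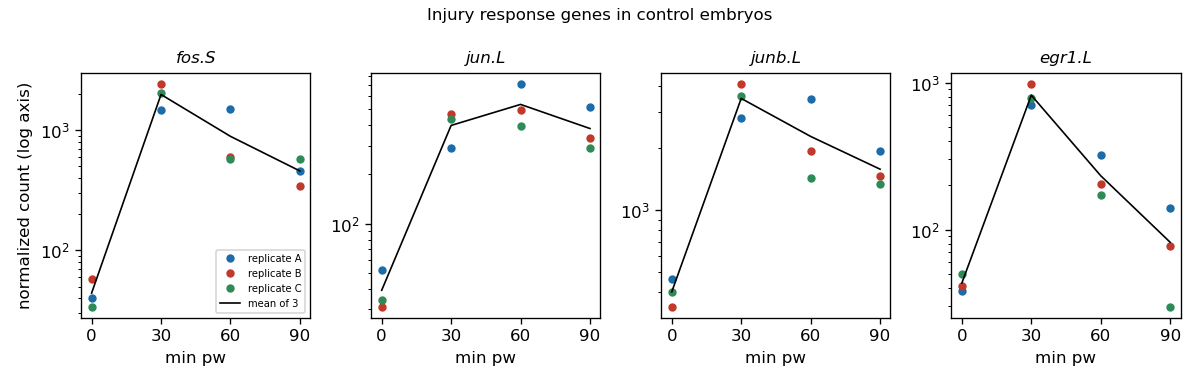
Normalized counts (log axis) of *fos.S*, *jun.L*, *junb.L* and *egr1.L* against time in min pw, with a point for each of the 3 replicates and a line through their mean. At 90 min all 3 points of *fos.S*, *jun.L* and *junb.L* lie above all 3 points at 0 min, and those of *egr1.L* do not.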

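In control embryos *lep.L* had 1.60 ± 1.44 normalized counts (SD, n = 3) at 0 min and 5.18 ± 4.12 at 30 min, a difference not detectable at this depth (adjusted p = 0.811 from edgeR). At 60 min it had 68.5 ± 33.5, a log2 fold change of 5.32 (standard error 0.77, adjusted p = 0.00679). *mmp8.L* was at 24.1 ± 11.0 at 30 min (adjusted p = 0.829) and 87.7 ± 59.9 at 60 min (adjusted p = 0.0380). Embryos with inhibited NO production were not analysed here.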

The important difference between embryonic and adult wound healing is the presence and activity of the immune/inflammation system. Inflammation response has been suggested many times as the key component that results in scaring during adult wound healing [58, 59]. However, recent studies also claim that inflammation is required for embryonic healing and that the mechanism is more complicated [60]. Inflammation is usually characterized by an abnormal production of small radical molecules, which serve as an antimicrobial agent around the wound. ROS are among the most studied molecules during embryonic and adult wound healing [20, 61, 62]. However, the wound healing can also be regulated by other small gas molecules (also called gasotransmitters) such as carbon monoxide (CO) [63, 64], hydrogen sulphide (H_2_S) [65, 66] and NO. Surprisingly, in recent studies, NO received very little attention compared to the ROS. NO is usually connected with angiogenesis and inflammation [67] during adult wound healing [68–70] or with extracellular matrix modifications [38]. In our study, we analysed the role of NO during wound healing at the developmental stage 26. This is an ideal stage for the analysing of embryonic wound healing as it represents the embryonic transitional period between partially differentiated cells of the gastrula stage and the later complex tissues, including blood and immune cells that are already formed during later stages.

### The early phase of healing (0–30 min after injury)

The first NO production connected with healing was detected shortly after injury and its level peaked at 15 min (Fig. 1c-e). The level of NO was abnormally high compared to the physiological level and we estimate that there was an increase of more than three folds. The results indicate that a high level of NO acts mainly in a cGMP-independent way during the early phase (Additional file 6: Figure S4). Moreover, the importance of NO production is also reflected in its conserved increasing rate of production after injury of the very early stages such as stage 10 (gastrula), stage 20 (neurula) (Fig. 1g) and also during the late developmental stages such as stage 41 and later (Fig. 1e). High levels of NO production has potentially several other effects such as a nonspecific inflammatory response with antimicrobial activity or regulation of chemotaxis [71]. NO production then decreases after 15 min and returns to physiological state around 30 min. Interestingly at the same time, ROS production starts and continues [20, 72]. Wound healing is initiated with the rapid calcium release in the cells at the wound edge and the calcium wave spreads radially within seconds. The released calcium ions triggers the production of the actinomyosin ring that is responsible for the quick wound constriction [12]. The level of calcium returns to normal within a few minutes [73, 74]. The time sequence of calcium, NO and ROS production suggests a connection among these small molecules [12, 20, 72–74], but more thorough study are required to prove this hypothesis.

Interestingly, the same principle of calcium release followed by ROS has been observed in *Xenopus laevis* eggs after fertilization [75]. However, we have not seen NO production in stage 1 (egg) or at stage 5 (blastula) (Fig. 1g), following an injury to the embryo. We believe that NO may also be produced at these early stages, but the methods used to currently assess NO are limited in resolution and cannot detect its rapid and/or low concentration of release.

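The likelihood ratio test of DESeq2 gave 2129 DEGs, 9.02% of the number of expressed genes, and edgeR's quasi-likelihood test 496, or 2.10%. Of the 167 genes placed in Group 4 from DESeq2, 36 had their highest mean at 30 min and 131 at 60 min, and in edgeR 0 differed between these times at an adjusted p under 0.1. From the share of DEGs among the expressed genes, the paper states that only a few genes changed in this period.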

Temporal RNA-Seq analysis revealed that the expression of only a few genes were significantly changing (9% of 23,609 expressed genes) during the first 90 min after injury, with only 166 of them showing a maximum expression at 30 min after injury (Fig. 3h). Moreover, we identified the same set of genes also in the healing tissue after tail amputation at developmental stage 41 (Additional file 7: Figure S5). Interestingly, the list of genes overlapped nicely with the results obtained from another study [18]. The goal of the Ding et al. [18] study was to reveal dorsal and ventral specific transcriptomes at the gastrula stage, but because of long dissection time and parallel healing the authors revealed group of early injury response genes such as *jun*, *fos*, *egr1* and *junb*. Interestingly, expression of early response genes was also found in adult tissues 60 min post mortem [76], and as an artefact during dissociation of tissue [77, 78]. Based on the literature and our results, we speculate that these genes are generally important for cells dealing with stress conditions and therefore we propose that these genes should be referred to as “Stress response genes”.

### The middle phase of embryonic healing (30–90 min after injury)

During the early phase, the wound area is reduced to roughly 20% within the first 30 min after injury. In the middle phase, NO returns to the normal physiological level, where it has a potentially positive effect on the cells around the wound. 

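Among the 161 tested genes of Group 3, 4 passed an adjusted p of 0.1 in edgeR at 30 min against 0 min and 52 at 60 min. *igfbp2.S*, which fell into Group 3, had 7.95 ± 2.22 normalized counts (SD, n = 3) at 0 min, 9.43 ± 5.04 at 30 min, 35.5 ± 17.5 at 60 min and 42.6 ± 10.9 at 90 min. Its log2 fold change at 90 min was 2.36 (standard error 0.52, adjusted p = 0.0332), and 2 of the 12 fits that each left out a sample lost that call. *igfbp2.L* did not change detectably (log2 fold change -0.11, adjusted p = 0.772).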

RNA-Seq analysis identified a group of genes, whose expression started to increase 30 min after injury. These genes are responsible for cytokine production or defence response. Several genes such as *lep* and *igfbp2* were shown previously to be important for healing and/or regeneration [79–81] and are connected with cell metabolism. Leptin is a small 16 kDa peptide hormone, which acts via transmembrane receptors (Lep-R, also known as OB-R) and regulates an energy homeostasis [82]. Relations between NO and Lep have been previously studied. However, there is still no consensus on their interactions, as some of these studies have observed NO production by Lep stimulation, through PKA and MAPK activation [83], while others have shown an exact opposite effect – attenuation of NO production after Lep exposition [84, 85].

Comparison of the temporal expression profile of the control with those from NO inhibited embryos revealed three groups of affected genes (Fig. 4). The first group (Group 1′) contains genes such as *lep*, *mmp8* and *igfbp2* (mentioned above). The expression of these genes gradually increased during normal healing but was completely inhibited or delayed in NO inhibited embryos (Fig. 4b, Fig. 5j). This suggests the importance of NO as a gene expression regulator for cell metabolism and tissue remodelling. Our results showed that the *lep* gene serves as a downstream target of NO (Fig. 4h, i), which to our knowledge is the first time this has been observed. We performed *lep* loss-of-function experiments and results during wound healing were nearly identical with NO inhibition (Fig. 6e). Interestingly, the effect of *lep*-MO was extremely dependent on its concentration. Injection of a few nanograms below or above optimal concentration led to no phenotype or an inhibition of development at the neurula stage, which later led to death and cellular decay. We tested several options for combined NO – *lep* phenotype rescue using either NO donors or Lep protein/mRNA, but none of our experiments showed a significant improvement in healing capacity. We speculate, that the lack of an effect may be due to the requirement for a defined particular concentration of Lep to circumvent the effect of the given *lep*-MO concentration range.

The second group (Group 2′) is formed from Stress response genes. Embryos at stage 26 with inhibited NO production showed an increase in the expression of some of these genes in the whole embryos (e.g. *fos, jun*), more than 1.5-fold [86]. Dissected healing tissue showed at the beginning the same increase of gene expression at 30 min after injury as in control embryos. However, expression of these genes were turned off during the middle phase of healing in controls in contrast to the continuous growth of expression in NO inhibited embryos. We speculate that persistent cell stress response reflected by continuous expression of Stress response genes have an impact on wound closure and especially on the remodelling phase of wounded tissue. NO signal could be considered as back-signalling switch of cellular stress. The third group (Group 3′) consists of genes, which are downregulated in normal healing, but their level remains constant after NO inhibition. Unfortunately, biological interpretation of the roles of these genes during wound healing is much more complex and require further studies.

Subsequently, we wanted to elucidate the mechanism of NO on gene expression regulation during the middle phase of wound healing. NO has been shown to regulate gene expression through the cGMP-dependent pathway in many biological situations such as apoptosis [87], proliferation [88] and angiogenesis [89]. Based on our results, we concluded that this pathway is important during the middle phase of embryonic wound healing. We observed similar wound healing defects in embryos with chemically induced sGC inhibition or with *prkg1* loss-of-function phenotype. In addition, gene expression changes of selected candidates (*lep* and *fos*) showed identical profiles as embryos with inhibited NO production.

Morphological analyses using immunohistochemistry and collagen labelling revealed two different phenotypes in wound tissues. Control tissue showed proper cell sheet organization, basement membrane remodelling at the wound edges and complete restoration of laminin layer at the late phase. Chronical NO production inhibition caused abnormal basement membrane formation in embryos injected with MOs at the one cell stage. Even though the early phase of healing looks similar to control embryos, the middle and late phases revealed basement membrane formation defects, which resulted in delayed or missing wound closure. In the NO inhibited embryo, we speculate that the cells at the wound edge cannot move along the disrupted basement membrane, which is crucial for the fusion of the wound edge. Acute NO production inhibition achieved by TRIM inhibitor showed a different cellular behaviours at the wound edge. Cells at the wound edge formed “cell blobs” preventing cell movement during healing, which resulted in defects even during the early phase of healing. Laminin layer at the wound edge is intact, which supports cell movement defect. Replacement of collagen layer in the epidermis during middle phases of healing was found to be significantly reduced in NO inhibited embryos, which support previously discovered connection between NO and collagen synthesis [90].

An interesting phenomenon of adult wound healing is the migration and activity of immune cells. NO production is required for defence response/naïve immune activity during the early and middle phase of healing. Since embryos do not have a fully functional immune system, which would include a fully differentiated B and T cells that only develop at around 12 days post fertilization (stage 47) in *Xenopus laevis* [91], we hypothesize that NO acts differently in our experiments. Instead, during early development, primitive myeloid cells may provide a positive effect on defence and tissue remodelling. However, expression levels of gene markers of this cell type such as *mmp7*, *mmp9*, *spib* and *mpo* are not changed in NO inhibited embryos during the early and middle phases of embryonic healing. Surprisingly, their expression is changed after wound closure (more than 2 h after injury, Fig. 5i, j) and it suggests that there is a following late phase of wound healing which has not been sufficiently discussed in the available literature.

### The late phase of embryonic wound healing (more than 90 min)

The late phase of embryonic wound healing has not been defined yet. It starts after wound closure. The tissue beneath the wound site is remodelled and cells such as primitive myeloid cells migrate into the wounded place (Fig. 5). Two matrix metalloproteinases (gelatinases), *mmp7* and *mmp9* are used as markers for primitive myeloid cells [92–95]. Embryos with inhibited NO production showed a reduction of primitive myeloid cell migration to the wound site and suggests a reduction of Mmp7 and Mmp9 activity in remodelled wound tissue. In addition, RNA-Seq expression profiles of other *mmps* [96], which are important for tissue remodelling such as collagenases *mmp1* and *mmp8,* were changed at the late phase of healing in contrast to constant expression during early and middle phases. Expression of *mmp1* was previously shown to be regulated by laminin expression [97] and abnormal laminin production in NO inhibited embryos led to overexpression and potentially to detrimental over-activity of MMP1 enzyme in the wound tissue. Overexpression of *mmp8* was shown to cause chronic wounds [98], which is similar to its expression during the late phase of healing of NO inhibited embryos. All results together show not only existence of remodelling phase of embryonic wound healing but regulation of late phase by NO signalling during the early phase too.

### The relevance of NO healing properties

In this work, we described the role of NO during embryonic wound healing. We showed that NO is crucial for the early and middle healing phases and its activity depends on the quantity of its production. NO is not only required for proper wound healing. The other positive effect of NO during wound healing can also be achieved therapeutically through its supplementation with additional NO (for example using NO donors), which can significantly improve healing, especially in chronically non-healing tissues.

NO donor use has been found to improve wound healing in diabetic rats [99] and NOD-SCID (diabetic immunodeficient) mice [100]. Moreover, it was observed for *in vitro* wound healing assays that NO donors can speed up cell migration and collagen deposition [101, 102]. Application of sildenafil cream (inhibitor of cGMP specific phosphodiesterase type 5 - PDE5) on human epidermal injuries has been found to result in faster wound healing [103]. We were not able to reproduce a significant faster healing in embryos through the use of the NO donor, S-Nitroso-N-acetylpenicillamine (SNAP). We believe it is a matter of just finding the correct NO concentration and also the appropriate means of administration. However, owing to the fast rate of embryonic wound healing, it will be difficult to accurately measure the time difference for any increase in healing when using NO donors.

Perhaps the most attractive usage of NO donors is for human medicine. The relevance of NO donors for different human therapies was recently reviewed by Yang, et al. [104]. NO donors were applied, for example, during pressure ulcer treatment and the results showed statistically significant improvement of the speed of wound healing [105]. This makes NO donor an ideal potential treatment for patients with diabetic foot ulcers [106]. However, the current suggested mechanism of NO activity during wound healing has been only limited to mainly angiogenesis and inflammation. In this study, we also suggested here a new connection between upstream NO and downstream Lep. This could be relevant for understanding the molecular regulations during many chronical diseases such as high-blood pressure, diabetes and obesity in context with chronic wound healing problems. It appears that NO has more functions during healing, and therefore additional studies will be required if it is to be used in the future for routine targeted/personalized treatment.

## Conclusions

The main goal of this study was to identify the processes that are regulated by NO during the healing of embryos that lack a developed vascular and immune system. Our results showed that inhibition of NO led to later developmental defects and that NO is also essential for the regulation of other processes/systems other that the ones mentioned above. We observed that the production of NO during the early phase is crucial for the regulation of gene expression during the middle phase of healing. NO was also found to regulate the *de novo* expression of genes related to metabolism (such as *lep* and *igfbp2*). Additionally, inhibition of NO led to permanent stress of the cells around the wound edge, which is described by an increased expression of “Stress response genes” during the healing of the NO inhibited embryos. Additionally, we observed and characterized a new phase of healing, the late healing phase, which continues for hours after wound closure. The results provides new insight into the regulation of scarless embryonic healing.

## Methods

### Ethics statement

All animal experiments were performed in accordance with protocols approved by the animal committee of the Czech Academy of Sciences and were performed according to EU legislation (including animal handling guidelines and regulations).

### Embryo preparation

*Xenopus laevis* adults were obtained from the European Xenopus Resource Centre (EXRC) and grown in our breeding facility. *Xenopus laevis* embryos were obtained by *in vitro* fertilization [107]. Females were stimulated with 500 U of human chorionic gonadotropin (Sigma-Aldrich, CG10) and eggs were collected the following day. Eggs were *in vitro* fertilized using testes suspension and the jelly coats were removed by 2% cysteine treatment. After fertilization, the embryos were incubated in 0.1x MBS until gastrulation where they were incubated in 0.1x MBS medium with the addition of gentamicin (20 μg/mL, Sigma-Aldrich G1397). Embryos were incubated at 15 °C. Developmental stages were scored according to Nieuwkoop & Faber [108].

### NO staining

The middle region of five embryos were injured using a needle (outside diameter 0.45 mm, Gauge 26 × 1″). NO was stained with 5,6-Diaminofluorescein diacetate (DAF-2DA – Cayman 85,165). The stain was prepared as a 5 mM stock solution in DMSO, which was then diluted 1:150 in cultivation media. Embryos were transferred into media with DAF-2DA solution 15 min prior imaging. After that, embryos were fixed in 4% paraformaldehyde in phosphate buffer (PFA) and incubated for 30 min at the room temperature (e.g. time 0, embryos were transferred into DAF-2DA containing solution, cultivated for 15 min, and fixed immediately after injury). After fixation, embryos were washed two times for 5 min with phosphate buffer solution (PBS) with 1% Tween-100 buffer (PBT) and imaged using Leica MZ FLIII fluorescent stereoscope equipped with a Nikon digital sight DS-Fi2 camera. Fluorescent intensities around the wound site were analysed using FiJI (NIH, v1.52n) with Corrected Total Fluorescence (CTF) calculated using formula:

$$ \mathrm{CTF}=\mathrm{Integrated}\ \mathrm{Denisty}-\left(\mathrm{Area}\ \mathrm{around}\ \mathrm{the}\ \mathrm{wound}\ast \mathrm{Mean}\ \mathrm{fluorescence}\ \mathrm{of}\ \mathrm{background}\right) $$

The statistical significance was calculated relative to time 0 min using GraphPad Prism 7 and One-way ANOVA with Dunnett’s multiple comparisons test.

Similarly, three tadpoles at stage 41 were anaesthetized for 5 min using 0.025% MS222 (Tricaine, Sigma-Aldrich, E10521) diluted in 0.1x MMR medium and about 50% of the tail length from the tip was amputated using a scalpel. Tadpoles were then transferred to 0.1x MMR with gentamicin (50 μg/ml) containing NO staining solution. The site of amputation of tails was imaged at 15, 30, 60, 180 min post amputation.

### Morpholino injection

All morpholino oligonucleotides (MOs) were purchased from Gene Tools, LLC (Phliomath, OR, USA) and diluted to a final concentration of 17 ng/μl. The amount of injected MO was: 2 nl of standard control MO (5′-CCTCTTACCTCAGTTACAATTTATA-3‘ designed by Gene Tools), 2 nl of *nos3*-MO (5’-AAAAGCCAAGCACTACTCACCGTTT-3′ [86]), 1 nl of *nos1*-MO (5′-TGGCTAAAAGAACACAGGACATCAA-3′ [109]), 2 nl of *prkg1*-MO (5′-TTCAGCTTCAATGCTCATACCTGCC-3′ [86]), 0.3 nl of *lep*-MO (5′-TTGCAGTGTCCATGTTTCTCACCTG-3′) and 3 nl of mixture *nos1* + *nos3*-MO in 1:2 ratio. Injections were performed at the one-cell stage embryos for all cases. The effectivity of *nos1*-MO and *nos3*-MO were tested in previous studies [86, 109]. The specificity of *prkg1*-MO and *lep*-MO were tested using PCR (Additional file 12: Figure S8).

### Chemical inhibition of NO production and sGC activity

Chemical inhibitors were selected to block NO production and sGC activation.

1-(2-Trifluoromethylphenyl) imidazole (TRIM, Sigma-Aldrich, T7313) is a reversible inhibitor that preferentially blocks NOS2 and NOS1 activity and also partially blocks NOS3 activity. TRIM was prepared as a 1 M stock solution in dimethyl sulfoxide (DMSO) and its final concentration in media was 2 mM. 1H -[1, 2, 4] Oxadiazolo [4,3-a]quinoxalin-1-one (ODQ, Sigma-Aldrich, O3636) is an irreversible and competitive inhibitor of soluble guanylate cyclase (sGC). ODQ was prepared as 100 mM stock solution in DMSO and used at a final concentration of 0.2 mM.

The vitelline membranes were manually removed from embryos at stage 24 using forceps (FST, 11203–23). Embryos were incubated in 0.1x MBS media with added inhibitors 1 h prior to wounding and during the whole time of monitoring of healing. Media were changed immediately after wounding and again at 30, 90 and 180 min pw to avoid inhibition of wound healing caused by decaying material. The effectivity of TRIM to inhibit the production of NO was tested by staining for NO using DAF-2DA (Additional file 13: Figure S9).

### Wound healing monitoring

Wounds were created using a needle (outside diameter 0.45 mm, Gauge 26 × 1″) puncture to obtain constant damage size in the in the middle of the lateral side of the embryo. Embryos at stage 26 were injured and wound closing was documented using brightfield imaging on stereomicroscope (Nikon SMZ 1500) with Nikon digital sight DS-Fi1 camera. Size of the wound closure was measured in pixels using FiJI (NIH) software and normalized relative to 0 min pw (immediately after injury). Each wound size was measured three times, with the values plotted on graphs representing an average from at least three embryos. Comparison of two linear mixed models was done using the R package lme4 (v1.1–21) [110] for finding the difference between conditions. Condition and time were used as fixed variables while sample type was used as a random variable.

### Gene expression analysis of healing tissue

RNA-Seq experiment was designed as differential analysis of temporal expression profiles between control embryos and embryos with inhibited NO production (either using *nos1* + *nos3*-MO or TRIM treatment). Embryos at stage 26 were scratched by forceps (at the middle ventral side). The tissue surrounding the wound was manually dissected, and dissected tissues from five different embryos were pooled as one biological replicate.

### RNA isolation

Dissected healing tissues (red rectangle on Fig. 3a and Fig. 4a) were collected into 2 ml tubes containing pre-cooled beads (Qiagen Stainless Steel Beads, 5 mm, 69,989) and stored at − 80 °C freezer. Samples were homogenized using TissueLyser LT (Qiagen) for 5 min at 50 Hz. Total RNA was isolated using 1 ml of TRI Reagent (Sigma-Aldrich, T9424) following the manufacturer’s manual. The RNA pellet was then dissolved in 40 μl DNAse solution (32 μl Nuclease-free water, 4 μl 10x reaction buffer, 4 μl DNAse I, Sigma-Aldrich, AMPD I), and incubated at 37 °C for 30 min. Afterwards, 40 μl of 8 M LiCl (Sigma-Aldrich, L7026) were added for RNA precipitation. This solution was incubated overnight in − 20 °C freezer and then centrifuged for 30 min at 16,000 g. The supernatant was removed, and the RNA was then washed twice with 1 ml of 80% ethanol followed by centrifugation for 30 min. The final total RNA was then diluted in 20 μl of 1xTE buffer (Invitrogen, 12,090–015). The concentration of RNA was measured using Nanodrop 2000 (Thermo Scientific), and the quality of RNA was analysed using Fragment Analyzer (AATI, Standard Sensitivity RNA analysis kit, DNF-471).

### RNA-Seq

#### Library prep

Wounded tissue samples were collected at 0, 30, 60 and 90 min pw from control and NO inhibited embryos and their RNA was isolated according to the protocol mentioned above. RNA-Seq experiment was performed as two separated experiments. In the first experiment, only control samples in biological triplicate were analysed. Libraries were prepared from 200 ng of total RNA using SureSelect Strand-Specific RNA Library Prep for Illumina Multiplexed Sequencing (Agilent, G9691) according to manufacture protocol, which utilized poly-A selection of RNA. Final libraries were equimolary pooled and sequenced on NextSeq 500 using 2x75bp HighOutput mode. The data are available at NCBI’s Gene Expression Omnibus [111] under GEO Series accession number GSE116667 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116667). The second experiment was performed similarly, where samples from both control and NO inhibited embryos were prepared in biological duplicates. A total of 500 ng of total RNA was used for poly-A selection (NEB #E7490S). The libraries were then prepared using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB #E7420S) according to manufacture protocol. Again, final libraries were equimolary pooled and sequenced on NextSeq 500 using 2x75bp HighOutput mode and the final data has been deposited available under GEO Series accession number GSE116678 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116678).

The gene expression during tail regeneration was studied too. Tissue from the amputated tail of the stage 41 tadpoles were collected at 0, 0.5, 1, 1.5, 3, 6, 24, 72 and 168 h post amputation. RNA was then isolated and libraries prepared for RNA-Seq as similarly described for the wound healing experiment (Additional file 7: Figure S5).

#### Data analysis

On average, approximately 20 M reads per sample were obtained after filtering out for low quality reads and adaptor sequence removal, using TrimmomaticPE (v. 0.36) [112] with the parameters “CROP:70 HEADCROP:15 ILLUMINACLIP:~/TruSeq-PE3.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36”. Ribosomal RNA reads were filtered out using Sortmerna (v. 2.1b) [113] (default parameters) and the cleaned reads were then aligned using STAR (v. 2.5.2b) [114] to the *Xenopus laevis* genome version 9.1 and annotation version 1.8.3.2 (http://www.xenbase.org/, RRID:SCR_003280) [115]. A count table was then generated using the python script htseq-count (v. 0.6.1p1) [116] with the parameter “–m union”. Differentially expressed genes (DEGs) were analysed by DESeq2 (v. 1.15.51) [117] using the design formula parameter “ ~ time”, with time defined as a factor. DEGs were identified using default function DESeq, with parameters “test = ‘LRT’, reduced = ~ 1, fitType = ‘local’“. An expressed gene was defined as one that had a mean normalized counts of at least five, while DEGs were defined as a genes with padj < 0.1. Similarly, to identify genes which are differentially expressed between two conditions (control vs. TRIM, control vs. *nos1 + nos3*-MO), design formula was set to “ ~ condition + time + time:condition” and parameters for DESeq function were set to “test = ‘LRT’, reduced = ~ condition, fitType = ‘local’“. The final list of genes was controlled manually during the clustering process.

#### Clustering

The optCluster (v1.1.1, R v3.4.2) package [118], using the Diana clustering method and ten requested clusters, was used to group the expression profiles of the DEGs identified from the first control experiment. Clustering was performed using the relative proportion of the averaged normalized counts across the time points. The produced ten clusters (Additional file 8: Figure S6) were then manually analysed and clusters that showed similar profiles were merged together to produce the final cluster profile (Additional file 1: File S1).

The Regularized log transformation of the normalized counts of the DEGs identified from the second experiment were clustered using degPatterns from the R package DEGreport (v1.13.8) [119]. The function was run using the default parameters, except that the produced clusters were allowed to contain a minimum of one gene representative (minc = 1), similar clusters were merged based on a correlation of expression of 0.7 (cutoff = 0.7) and outliers within the clusters were removed (reduce = TRUE). The produced clusters (*n* = 36) (Additional file 9: Figure S7) were then manually analysed and clusters that showed similar profiles were merged together to produce the final cluster profiles (Additional file 3: File S2).

#### Gene ontology analysis

Gene Ontology (GO) Enrichment analysis was performed on the gene members from each unique cluster using the Gorilla webserver [120, 121]. The biological processes were assessed using the human database as a reference, an unranked list of the human orthologues of the *Xenopus laevis* cluster members, and a background set containing the human orthologues for all of the *Xenopus laevis* genes (Additional file 10: File S3). Results were filtered to only include *p*-values less than 1e-3. The Revigo webserver [122] was then used to summarize the significant p-value ranked GO terms as a treemap. Gene Ontology terms were collapsed if they shared 0.7 similarity while using the SimRel method to assess for similarity. The whole of the UniProt database (2017) was utilized to analyse for the size of the GO terms.

### RT-qPCR

The RT-qPCR analysis was performed using 50 ng of total RNA obtained from dissected healing tissues (red rectangle on Fig. 3a and Fig. 4a) prepared from an independent experiment (another fertilization/different female than RNA-Seq) using three biological replicates. RNA Spike I (0.5 μl, TATAA Biocenter) was added before reverse transcription to test inhibition in enzymatic reactions. Reverse transcription was performed using SuperScript III (Invitrogen) according to the manufacturer’s protocol in 10 μl volume. Synthesized cDNA was diluted 10 times in 1xTE buffer and 2 μl of final cDNA was added to the qPCR reaction (2x SYBRGreen mix, TATAA Biocenter, 400 nM primers mix and Nuclease-free water to final volume 6 μl). Primer sequences are listed in the Additional file 11: Table S1. Protocol for qPCR was: 1 min at 95 °C; 50 cycles of 95 °C for 3 s, 60 °C for 30 s and 72 °C for 10 s; followed by melting curve analysis.

### In situ hybridization

Whole-mount *in situ* hybridization was performed according to Sive et al. [123] protocol. List of clones which were used for analysis, their source, restriction enzyme used for linearization and RNA polymerases used for generation of RNA in sense or antisense strand can be found in Table 1. Eight healing embryos per condition were fixed in PFA overnight, dehydrated into methanol and stored at − 20 °C freezer. The proteinase K treatment was not used. Samples were imaged on stereomicroscope (Nikon SMZ 1500) and processed using Zoner Photo Studio 17. In all cases, sense probes showed the absence of staining. Blue signal around the wound site were analysed using FiJI (NIH, v1.52n). To measure the signal, the image colour was first inverted and the intensity of the signal was then calculated using the average of the values from three independent measurements using the formula:

$$ \mathrm{Intensity}\ \mathrm{of}\ \mathrm{signal}=\mathrm{Integrated}\ \mathrm{Density}\ \mathrm{around}\ \mathrm{wound}-\mathrm{Integrated}\ \mathrm{Density}\ \mathrm{inside}\ \mathrm{wound}-\left[\left(\mathrm{Area}\ \mathrm{around}\ \mathrm{wound}-\mathrm{Area}\ \mathrm{inside}\ \mathrm{wound}\right)\ast \mathrm{Mean}\ \mathrm{fluorescence}\ \mathrm{of}\ \mathrm{background}\right] $$

**Table 1:** List of constructs and enzymes used for *in situ* hybridization probe preparation

Gene	Source	Antisense probe	Sense probe
*fos. S*	Dharmacon #MXL1736–202773077	SalI, T7	NotI, SP6
*mmp7.L*	Dharmacon #MXL1736–202774696	KpnI, T7	XhoI, SP6
*mmp9.S*	EXRC Number 851 XB-CLONE-2041688	XmaI, T7	XhoI, SP6

The statistical difference was calculated relative to the control using GraphPad Prism 7 and One-way ANOVA with Dunnett’s multiple comparisons test.

### Immunohistochemistry

Five healing embryos per condition were fixed in PFA overnight, washed three times in PBT and mounted into 4% agarose diluted in water. Next, 150 μm sections were prepared using Leica Vibratome (VT1000 S), and immunohistochemistry was performed according to Sive et al. [123] protocol using primary antibodies against β-catenin (1:1000, Sigma-Aldrich T9026), laminin (1:150, Sigma-Aldrich L9393) and actin - Alexa Fluor 488 phalloidin (1:1000, Life Technologies A12379). The secondary antibody Alexa 488 goat anti-rabbit (1:500, Life technologies A11008) was used for laminin and β-catenin staining. Samples were imaged using Carl Zeiss LSM 880 NLO microscope and images were processed using Zen (Zeiss) and Zoner Photo Studio 17 software.

### Collagens analysis

Six embryos per condition at stage 26 were injured and fixed after 60 min in 4% PFA overnight. Samples were washed three times in PBS, dehydrated in 70% ethanol and embedded in paraffin. 50 μm histological sections were then prepared using Leica Microtome (RM 2255) and mounted on microscope slides. Sections were deparaffined and stained using Masson’s trichrome staining kit (Sigma-Aldrich, HT15). Slides were washed in demineralized water and incubated for 5 min in fuchsin solution. Slides were repeatedly washed in demineralized water and incubated in phosphowolfram/phosphomolybdene acid solution for 5 min followed by aniline blue solution for 5 minutes. Slides were then washed for 2 minutes in 1% acetic acid and dehydrated in 100% ethanol. Dehydrated samples were washed two times in 100% xylene and covered with DPX solution (Sigma-Aldrich, 44,851). Slides were imaged using Carl Zeiss AxioZoom V16 Microscope and the images processed using Zen (Zeiss) and FiJI (NIH, v1.52n) softwares. The coverage of collagen within the wound was calculated as the length of the dark collagen layer divided by the total length of the wound. It was measured using the average from at least five slices from each embryo. The statistical significance was calculated relative to the control using GraphPad Prism 7 One-way ANOVA with Dunnett’s multiple comparisons test.

## Supplementary information

**Additional file 1.** File S1 Information about various expression profiles for all genes and a complete list of enriched GO terms in Group 1 – 6

**Additional file 2.** Figure S1 REViGO analysis of enriched GO terms. Gorilla was used to determine enrichment of gene ontology terms, followed by summarization using REViGO. (A) Group 1 (B) Group 2 (C) Group 3 (D) Group 4 (E) Group 5. Similar GO terms between and within groups have the same colors

**Additional file 3.** File S2 Information about various expression profiles for all genes and a complete list of enriched GO terms in Group 1’-3’

**Additional file 4:.** Figure S2 REViGO analysis of enriched GO terms. Gorilla was used to determine enrichment of gene ontology terms, followed by summarization using REViGO. (A) Group 1’ (B) Group 2’ (C) Group 3’. Similar GO terms between and within groups have the same colors

**Additional file 5.** Figure S3 Actin staining of injury in embryos with inhibited NO production. (A) Acute NO inhibition using TRIM causes abnormal morphology of cells at the wound edge (white circle). (B) Chronic NO inhibition using MOs caused overproduction of actin around the wound edge and formation of abnormal structures inside the injury (marked by white arrows) (Scale bars = 100 μm)

**Additional file 6. **Figure S4 Monitoring of wound closing and changes in gene expression after inhibition of NO pathway. (A) Scheme of NO pathway with labelled inhibitors/gene specific MO which were used in experiments. (B) Control embryos, embryos with inhibited sGC using ODQ 1 hour before injury and embryos injected with *prkg1*-MO were injured using a needle at stage 26. (C) Wound closing was documented using brightfield imaging on stereomicroscope. (D) Relative wound closure was calculated as the ratio between the size of the wound in 0 minute pw (E) and 30 minutes pw (at least six replicates per condition, mean with standard deviation, the statistical difference between the groups is derived from two linear mixed models). (F) RT-qPCR comparison of temporal expression profiles of *fos* and *lep* (data are normalized to 0 minutes pw in controls, three replicates, geometric mean with geometric standard deviation, two-sided t-test from log2 values of relative expression between inhibited samples and control in 120 minutes pw). ****- *p* < .0001, * - *p* < .05, n.s. - *p* > .05. pw – post wounding

**Additional file 7. **Figure S5 Expression of genes from the Group 4 during regeneration. Expression of genes from the Group 4 (Fig. 3h) were analyzed during regeneration of amputated tail at stage 41 using RNA-Seq. The same representative genes (*fos* - green, *jun* - violet, *egr1* - blue) are shown

**Additional file 8.** Figure S6 Complete cluster profiles of the temporal gene expression from the control embryos. Clusters were produced using the optcluster function on the relative proportion of the averaged counts across the time points. The plotted y-axis however represents the z-score of the regularized log transformation of the normalized counts

**Additional file 9.** Figure S7 Complete cluster profiles of the temporal gene expression from the control and NO inhibited embryos. Clusters were produced using the degPatterns function on the regularized log transformation of the normalized counts

**Additional file 10.** File S3 List of genes used as a background during GO term enrichment analysis

**Additional file 11.** Table S1 List of primers used for RT-qPCR

**Additional file 12. **Figure S8 Test of specificity of *prkg1*-MO and *lep*-MO. (A, B) Function of MOs were analysed using RT-PCR and PCR products were visualized using gel electrophoresis. (A) Picture showed shorter product after usage of *prkg1*-MO. (B) Picture showed clearly that intron stayed unspliced after usage of *lep*-MO

**Additional file 13. **Figure S9 Test of the effectivity of TRIM to inhibit the production of NO and for the specificity of DAF-2DA to NO. (A) Control embryos at stage 26, embryos with inhibited production of NO using TRIM (6 mM) 1 hour before injury were injured using a needle, incubated in media with DAF-2DA solution for 10 minutes, fixed and imaged. (B) The intensity of signal were analysed (t-test). (C) Similarly, tails of tadpoles at stage 41, tadpoles with inhibited production of NO using TRIM (1 mM) or tadpoles with inihibited sGC with ODQ (100 μM), were amputated and incubated in media with DAF-2DA solution for 15 minutes, fixed and imaged. (D) The intensity of signal were analysed (t-test). **** - *p* < .0001, ** - *p* < .01, * - *p* < .05

## Data Availability

The transcriptome sequencing data from this study are available at NCBI’s Gene Expression Omnibus [111] under GEO Series accession number GSE116667 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116667) and GSE116678 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116678).

## Abbreviations

cGMP: Cyclic guanosine monophosphate
DAF-2DA: 5,6-Diaminofluorescein diacetate
DEGs: Differentially expressed genes
GO: Gene ontology
MMPs: Matrix metalloproteinases
MO: Morpholino oligonucleotide
NO: Nitric oxide
NOS: Nitrix oxide synthase
ODQ: 1H-[1,2,4] Oxadiazolo [4,3-a]quinoxalin-1-one
pa: Post amputation
PRKG1: Protein kinase cGMP-dependent 1
pw: Post wounding
ROS: Reactive oxygen species
sGC: Soluble guanylate cyclase
TRIM: 1-(2-Trifluoromethylphenyl) imidazole

How the deposited data were processed for this re-analysis (not part of the article)

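RNA-Seq was performed on dissected wound areas of control *Xenopus laevis* embryos, with 3 replicates (A, B and C) at each of 0, 30, 60 and 90 min pw, 12 samples in all. Samples were mapped to time points and replicates from their labels and checked against the methods of the paper. The authors trimmed the reads with Trimmomatic, removed ribosomal RNA reads with Sortmerna, aligned the rest with STAR and counted the reads per gene with htseq-count. For each sample the authors deposited the raw count of reads per gene. They also deposited other values, normalized counts, which were checked to be the raw count divided by a size factor per sample.

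All tests started from the raw counts. Genes with a mean normalized count of at least 5 over the 12 samples were called expressed, as in the paper. The main test was edgeR's quasi-likelihood F-test (edgeR 4.0.16 in R 4.3.3) with TMM normalization and time as a factor, for the 3 time coefficients together and for each contrast with 0 min, with a Benjamini-Hochberg adjusted p under 0.1. DESeq2 (version 1.42.0) was run as in the paper, with the likelihood ratio test of time and a local dispersion fit. DEGs were clustered with DIANA (cluster 2.1.8.1) into 10 clusters on the share of averaged normalized counts per time point, and each cluster took the group that most of its genes have in File S1, or, with no gene listed there, the group of the cluster with the nearest mean profile. Log ratios of homeologs, with a pseudocount of 0.5 and a minimum mean count of 20, were tested with limma (version 3.58.1). Between 4879473 and 15452518 reads per sample were counted on genes, with a median of 10465584. At this depth genes near the minimum of 5 normalized counts carry a large counting error.

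Genes are named by a rule fixed in advance. It takes every gene that the text, Fig. 3, Fig. 4 or Fig. 7 of the paper names for control embryos, both homeologs where their mean normalized count is at least 5. For each contrast it adds the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.1, a mean normalized count of at least 50 and no overlap between the replicates of both time points. The homeologs *lep.S*, *cxcl11.S*, *wnt7a.S*, *mmp7.S* and *mmp9.L* were below the minimum of 5.

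The alternatives were DESeq2 in place of edgeR, its size factors in place of TMM, other filters on low counts, an adjusted p under 0.05, robust dispersion estimates, the replicate letter as a block, fits with only the 6 samples of a contrast, other clusterings, other criteria for absence at 0 min, other pseudocounts, and leaving out each sample in turn. A covariate for tissue composition and an assignment of DEGs to the nearest group profile were added after seeing the data. The steps were tested on simulated data, drawn with the means, size factors and dispersions of the real samples and with 200 genes changed at 90 min. Of these genes edgeR's time test called 70.5%, and 9.62% of its calls were genes that had not been changed. For the likelihood ratio test of DESeq2 these shares were 87% and 53.6%. The simulation was a single draw from dispersions that edgeR estimated. The share of unchanged genes among the calls depends on how many genes change, so it does not carry over to the real samples.

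Gene identifiers were used as the files give them, and no coordinates are given, since the gene table at hand is of another genome version. GO enrichment was not repeated. The experiment with inhibited NO production, the RT-qPCR and the tail regeneration data were not analysed here.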

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

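The test of reads shared with the S homeolog and that with muscle and neural markers were chosen only after the result was seen. Among the largest rises at 60 min was that of *loc100490871-like.L*, a gene the paper does not discuss. Its log2 fold change against 0 min was 4.90 (adjusted p = 0.00186 from edgeR), with normalized counts of 8.35 ± 6.53 (SD, n = 3) at 0 min and 279 ± 123 at 60 min, and all 3 replicates at 60 min were above all 3 at 0 min. With a covariate for tissue composition, the difference between blood and muscle marker genes, its log2 fold change was 5.09 (adjusted p = 0.00572). With a covariate of muscle and neural markers it was 4.89 (adjusted p = 0.00266). The rise kept its size with both covariates. This argues against unequal shares of muscle or neural tissue, as far as these markers measure them. Muscle marker deviations from the time point means ran from -2.73 to 1.67, and blood marker deviations only from -0.25 to 0.17. The first covariate therefore followed mainly muscle, and the other held no blood markers, so neither can decide about blood. The covariate of blood and muscle markers may measure the shares only in part, since these markers did not move in opposite directions between samples of the same time point. Unequal shares of tissues without markers here cannot be set aside. Reads moved from the S homeolog did not account for the rise. *loc100490871-like.S* rose as well (log2 fold change 3.77, adjusted p = 0.00528), and the summed normalized counts of both had a log2 fold change of 4.24. Reads shared with other paralogs were not tested, so the rise cannot be told apart from that explanation.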

How the results depend on the processing

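Most alternatives were set before the data were examined. The tissue covariate, the assignment to the nearest profile, the DESeq2 count limited to a mean of at least 5, and the DESeq2 groups for the small changes and for Group 4 at 90 min were chosen after seeing the data. Where a result moved, the cause was not tested, apart from the simulated data below.

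With DESeq2 in place of edgeR, the number of DEGs over time went from 496 to 2129 (2102 with a mean of at least 5). In the simulated data 53.6% of the calls of DESeq2's likelihood ratio test were unchanged genes, against 9.62% for edgeR, so a part of the added DEGs may be false calls. How large a part cannot be read from this. The simulation was a single draw with only 200 changed genes, and its shares depend on that number. At 30, 60 and 90 min the number of DEGs went from 55, 465 and 1154 to 283, 1496 and 2686. Healing-specific DEGs went from 26 to 149, and Groups 1 to 4 from 0, 255, 66 and 18 to 188, 869, 174 and 167. Groups 5 and 6 went from 157 to 731 genes and AP-1 genes in Group 4 from 2 to 7. With the groups from DESeq2 but the changes still from edgeR, the share of Groups 5 and 6 with small changes went from 35.0% to 76.8% and the Group 4 genes changed at 90 min from 10 to 27. The edgeR Group 6 held genes that DESeq2 placed in Group 1, so these shares of small changes are of unlike sets. DESeq2's Wald test called 52 genes of its own Group 4 at 90 min, and 11 of that from edgeR.

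An adjusted p under 0.05 left 293 DEGs over time, 193 at 60 min and 555 at 90 min. Without a filter on low counts 91 genes were called at 30 min. Fits with only the 6 samples of the contrast called 239 genes at 60 min and 515 at 90 min, and the tissue covariate left 159 at 60 min. With the replicate letter as a block, a pairing from the labels (mean correlation of deviations 0.0842 with the same letter, -0.0372 with different letters), 452 DEGs over time were called and Group 4 had 0 genes.

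Healing-specific DEGs numbered 4 with a mean under 1 at 0 min, 2 with no count at 0 min, and 52 with a minimum of 10. Group 4 had 0 genes with average linkage, 0 with 8 clusters, where 0 AP-1 genes were in it, and 0 with the Pearson correlation distance, where Group 3 had 0. With the nearest profile, Groups 1, 3 and 4 had 72, 114 and 48 genes, Groups 5 and 6 91, and 7 AP-1 genes were in Group 4. The share with small changes was 44.6% with DESeq2's normal prior and 1.91% with a limit of 1.5-fold in place of 2-fold.

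Across the 12 fits that each left out a sample, DEGs over time ranged from 222 to 473, at 30 min from 18 to 68, at 60 min from 165 to 766, at 90 min from 443 to 1141 and healing-specific DEGs from 14 to 32. Groups 1 to 4 ranged from 0 to 82, 161 to 280, 9 to 96 and 0 to 19 genes, and Groups 5 and 6 from 0 to 149. Group 1 had no gene in 11 of these fits, all but that without replicate C at 30 min, and Group 4 none in 11, all but that without replicate B at 30 min.

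For the 71 named genes, 582 of 639 values under alternatives kept their direction and their side of the threshold, 32 no longer passed, 22 newly passed and 3 changed sign. Of the fits that left out a sample, these values hold only the lowest and the highest. Over all 12, 19 of the 50 genes that passed lost the call in at least 1 fit, and 4 of the other 21 gained it. Those that changed sign were log2 fold changes at 90 min of genes that did not pass, with a sample left out. *aacs.S* ranged from -0.342 to 0.00673, *igfbp2.L* from -0.172 to 0.00793 and *mmp9.S* from -0.0571 to 0.519. Replicate C at 0 min had the lowest depth (4879473 reads on genes), and without it 28 healing-specific DEGs were called. The same fit called 250 DEGs over time, 25 at 30 min, 242 at 60 min and 589 at 90 min. Without replicate A or B at 0 min, 222 and 247 DEGs over time were called.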

Differences from the paper's values

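The paper's number of DEGs over time is 2128, and edgeR called 496. With the likelihood ratio test of DESeq2, which the paper's methods state and which was set before the data were examined, it was 2129. None of the other alternatives set before the data were examined reached it. They gave 510 with DESeq2's size factors in edgeR, 663 without a filter on low counts, 511 with filterByExpr, 452 with the replicate block, 551 with robust dispersions and 293 at an adjusted p under 0.05. The paper's number of healing-specific DEGs is 134, against 26 here and 149 with the DEGs from DESeq2. The other alternatives, all with edgeR DEGs, gave 4, 2, 52 and 28, and did not reach it. With the DEGs from DESeq2 the number depended on the criterion as well. It was 31 with a mean under 1 at 0 min, 7 with no count at 0 min and 213 with a minimum of 10.

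For Groups 1 to 4 the paper's numbers of genes are 187, 870, 177 and 166. The edgeR DEGs gave 0, 255, 66 and 18, and the DEGs from DESeq2 gave 188, 869, 174 and 167. For the additional groups the paper's number is 728, against 157 from edgeR and 731 from DESeq2. Average linkage, 8 or 15 clusters, the Pearson correlation distance and the replicate block did not reach the paper's numbers.

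In the legend of Fig. 7 the paper states that expression of the injury response genes is back at its physiological level at 90 min. At that time *fos.S*, *jun.L* and *junb.L* had log2 fold changes of 3.34, 3.25 and 1.97 against 0 min (adjusted p = 0.00170, 0.00102 and 0.00456 from edgeR), while *egr1.L*, *klf2.S* and *hes1.S* did not pass. Of the 15 expressed homeologs of the genes in Fig. 3i, 5 passed at 90 min, among them *nr4a1.L*, which was lower than at 0 min (-0.98, adjusted p = 0.0549). The call of *nr4a1.L* was lost in 5 of the 12 fits that each left out a sample. The Discussion places the maximum of the Group 4 genes at 30 min. Here 36 of 167 had their highest mean at 30 min and 131 at 60 min. In replicates A, B and C, 98, 115 and 121 of them were higher at 60 min than at 30 min. In edgeR 0 of them differed between the 2 times at an adjusted p under 0.1. That contrast called 0 genes of any group, so it cannot decide the time of the maximum of single genes. Fig. 3 names *aacs* among genes that rise. *aacs.L* had a log2 fold change of 1.97 at 90 min (adjusted p = 0.0753). That call was lost with the replicate block (adjusted p = 0.103) and in 6 of the 12 fits that each left out a sample, while DESeq2 kept it (adjusted p = 0.0113). *aacs.S* did not differ detectably from 0 min at 30 min (-0.92, adjusted p = 0.297) or at 90 min (-0.19, adjusted p = 0.702). Neither *fzd5.L* (0.12, adjusted p = 0.845) nor *aqp3.L* (-1.32, adjusted p = 0.346) rose detectably at 90 min, while *fzd5.S* (1.84, adjusted p = 0.0630) and *aqp3.S* (4.57, adjusted p = 0.00152) did.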

Other observations

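The tests on muscle, neural and blood marker genes across samples, those of the blood markers at 90 min and of the covariate of muscle and neural markers, and that of the ribosomal protein genes were chosen only after the result was seen.

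In splits of the 12 samples that keep 1 sample of each replicate letter per group, 1 of 100 splits, the real one, gave as many DEGs over time in edgeR, and the highest number in another split was 463. For the healing-specific DEGs it was 1 of 100, with at most 18 in another split. With the likelihood ratio test of DESeq2, 4 of 40 splits, the real one included, gave as many DEGs. The highest other number was 3371 and the median of the others 211. In 2 of the 3 other splits with as many, edgeR also called genes (463 and 42). A split can keep part of the real order of the samples, so its count is not free of the effect of time. For each of 30, 60 and 90 min against 0 min, 1 of the 10 splits of 6 samples gave as many genes, the real one. This share cannot be under 0.1. Of these splits, 4 part all 3 pairs of samples with the same letter, as the real one does, and the other 6 part fewer.

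Samples of one time point differed in muscle and neural marker genes. In replicate B the mean deviation of the muscle markers from the time point mean, on the log2 scale, was -2.73, -1.18, -1.37 and 0.21 at 0, 30, 60 and 90 min, and that of the neural markers -1.83, -1.46, -1.50 and 1.10. If the dissected pieces held unequal shares of dorsal and ventral tissue, muscle and blood markers would move in opposite directions. They did not (Pearson r = 0.42, permutation p = 0.0772, Spearman rho = 0.41, permutation p = 0.151, 12 samples), and without the 2 samples farthest from the median r was 0.28. Muscle and neural markers, compared after the first test had failed, moved together (Pearson r = 0.80, permutation p = 0.0224, Spearman rho = 0.69, permutation p = 0.0625). With the Benjamini-Hochberg adjustment over the 3 relations tested, the p of r was 0.0671, which does not pass 0.05, and without the 2 samples farthest from the median r was 0.61. Both markers were low in replicate B at 0, 30 and 60 min but not at 90 min, so the relation is not independent of the replicate letter. The relation within the letters was not tested. In replicate A both markers were lower at 90 min than at 0 min (muscle 1.06 and -0.67, neural 0.72 and 0.11). In replicate C at 90 min they had opposite signs (muscle 0.47, neural -1.21). Unequal shares of axial tissue in the pieces are a candidate explanation of the spread, and were not told apart here from a difference between batches that follow the letters.

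The fall of Group 1 kept 86.6% of its median log2 fold change at 90 min when a covariate of blood minus muscle markers was in the fit (-1.39 without it and -1.20 with it), and the number of its genes past an adjusted p of 0.1 went from 135 to 89. With a covariate of muscle and neural markers it kept 93.9%, and 141 of its genes passed. Blood marker genes fell as well. Their median log2 fold change at 90 min was -0.56, at percentile 0 of 10000 random lists of equal size matched on expression. Muscle markers were at 0.48 (percentile 99.87) and neural markers at -0.23 (percentile 6.39). Genes of such lists vary together, so the percentiles take no account of the spread between samples. The mean log2 level per sample went from 8.62 ± 0.02 (SD, n = 3) at 0 min to 8.15 ± 0.16 at 90 min for blood markers, with no overlap (exact permutation p = 0.100, the lowest possible). For muscle markers it went from 7.05 ± 2.39 to 8.39 ± 0.60, within the replicate error (exact permutation p = 0.600), and for neural markers from 3.84 ± 1.59 to 3.81 ± 1.16 (exact permutation p = 0.900). The covariates may measure tissue shares only in part. Fewer blood progenitor cells in the dissected pieces of the later samples may account for a part of the fall, and a change of transcription in the tissue cannot be told apart from it.

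Replicate C at 90 min had the lowest TMM factor (0.816), the highest share of counts on *krt5.7.S* (2.43%) and the lowest share of reads outside genes (11.4%). Its 98 ribosomal protein genes were higher than in the other 90 min samples by a median of 0.99 on the log2 scale, at percentile 100 of random lists matched on expression. A library or RNA quality difference that favours ribosomal protein transcripts may have caused this, but it cannot be told apart from a difference of the tissue.

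In 91 of 5880 pairs of homeologs the log ratio of L to S changed over time (limma, Benjamini-Hochberg adjusted p under 0.1), and 709 had an unadjusted p under 0.05. In 1 of 100 splits, the real one, as many pairs passed, and the highest number in another split was 20. The ratio of *aqp3* had a log2 change of -6.10 at 90 min and that of *cxcl8* one of -4.71. Their summed counts rose by 2.30 and 1.87, so moved reads alone do not account for these 2 pairs. If the counting had moved reads between homeologs, their sum would stay near constant. In 54.9% of the 91 pairs the sum changed by less than 0.5 on the log2 scale, and in 82.0% of the 5789 other pairs, a comparison added after the result was seen. A near-constant sum is thus usual for any pair, and the test cannot tell moved reads from different regulation. Both may contribute.

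Some genes that the paper discusses for other conditions had these values in control embryos. *socs3.S* rose from 26.8 ± 9.19 normalized counts (SD, n = 3) at 0 min to 582 ± 138 at 30 min, and was at 518 ± 304 at 60 min and 369 ± 113 at 90 min (log2 fold change 3.72, adjusted p = 0.00152 from edgeR). *socs3.L* went from 40.7 ± 14.5 to 543 ± 114, 744 ± 378 and 438 ± 201 at these times, with its highest mean at 60 min. *mmp7.L*, *mmp9.S*, *spib.L* and *mpo.L* did not pass over the 4 time points in edgeR (adjusted p = 0.324, 0.141, 0.505 and 0.183). In DESeq2 these were 0.0627, 0.00114, 0.324 and 0.00488, so 3 of the 4 passed there. The homeologs *spib.S* and *mpo.S* passed in neither test (adjusted p = 0.517 and 0.457 in edgeR, 0.354 and 0.239 in DESeq2). The largest falls at 90 min were those of *gfi1b.L* (-2.59, adjusted p = 0.00586), *nrl.L* (-2.42, adjusted p = 0.00639) and *fst.L* (-2.39, adjusted p = 0.00287). At 60 min they were those of Xelaev18015291m (-2.28), *fer1l6.S* (-2.22) and *gata4.L* (-2.08).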
